# Architecture of the RNA polymerase II-Paf1C-TFIIS transcription elongation complex

**DOI:** 10.1038/ncomms15741

**Published:** 2017-06-06

**Authors:** Youwei Xu, Carrie Bernecky, Chung-Tien Lee, Kerstin C. Maier, Björn Schwalb, Dimitry Tegunov, Jürgen M. Plitzko, Henning Urlaub, Patrick Cramer

## Abstract

The conserved polymerase-associated factor 1 complex (Paf1C) plays multiple roles in chromatin transcription and genomic regulation. Paf1C comprises the five subunits Paf1, Leo1, Ctr9, Cdc73 and Rtf1, and binds to the RNA polymerase II (Pol II) transcription elongation complex (EC). Here we report the reconstitution of Paf1C from *Saccharomyces cerevisiae*, and a structural analysis of Paf1C bound to a Pol II EC containing the elongation factor TFIIS. Cryo-electron microscopy and crosslinking data reveal that Paf1C is highly mobile and extends over the outer Pol II surface from the Rpb2 to the Rpb3 subunit. The Paf1-Leo1 heterodimer and Cdc73 form opposite ends of Paf1C, whereas Ctr9 bridges between them. Consistent with the structural observations, the initiation factor TFIIF impairs Paf1C binding to Pol II, whereas the elongation factor TFIIS enhances it. We further show that Paf1C is globally required for normal mRNA transcription in yeast. These results provide a three-dimensional framework for further analysis of Paf1C function in transcription through chromatin.

## Abstract (web summary)

The Paf1 complex (Paf1C) is an elongation factor assembly that forms the interface between transcribing Pol II and chromatin factors. Here the authors describe the architecture of Paf1C and its interface with Pol II, and show that Paf1C is globally required for normal mRNA transcription in yeast.

The polymerase-associated factor 1 (Paf1) complex (Paf1C) is a general and conserved RNA polymerase II (Pol II) transcription elongation factor^1^. Paf1C was first identified through its copurification with Pol II from yeast cells^2^,^3^. Yeast Paf1C comprises the subunits Paf1, Leo1, Ctr9, Cdc73 and Rtf1 (refs 1, 4). 

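The genes of the 5 Paf1C subunits lie on 4 chromosomes of the S. cerevisiae reference genome R64, and each has a single exon in the annotation. PAF1 (YBR279W) lies on the plus strand of chromosome II from 761257 to 762594 and encodes 445 residues. LEO1 (YOR123C) lies on the minus strand of chromosome XV from 553176 to 554570 and encodes 464 residues, and CTR9 (YOL145C) lies on the minus strand of the same chromosome from 49555 to 52788 and encodes 1077 residues. CDC73 (YLR418C) lies on the minus strand of chromosome XII from 956914 to 958095 and encodes 393 residues. RTF1 (YGL244W) lies on the plus strand of chromosome VII from 41498 to 43174 and encodes 558 residues. The 5 proteins together have 2937 residues.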

Paf1C shows genetic interactions with the yeast transcription elongation factors Spt4-Spt5 and Spt16-Pob3, the counterparts of human DSIF and FACT, respectively^5^. Paf1C also associates with transcribed regions *in vivo*^6^, suggesting that it is a transcription elongation factor. Paf1C subunits are required for efficient transcription *in vivo*^7^.

Paf1C has multiple roles in chromatin transcription. Yeast Paf1C functions in methylation of histone H3 by Set1 and Dot1, thus linking transcription elongation to chromatin methylation^8^. In yeast, Rtf1 binds the chromatin remodeller Chd1 (ref. 9) and is required for ubiquitination of histone H2B (refs 10, 11, 12) and histone methylation^13^. *Drosophila* Rtf1 also functions in histone methylation, gene expression and Notch signalling^14^. Human Paf1C binds to histone H3 tails with dimethylated histone H3 arginine17 (ref. 15).

Paf1C also has important functions that are not directly related to chromatin. Paf1C is required for cotranscriptional RNA 3′-processing^16^,^17^. Human Cdc73 physically interacts with protein complexes required for 3′-processing^18^. Paf1C also represses cryptic transcription^19^ and is implicated in cellular differentiation^20^ and human cancer^21^,^22^,^23^. Paf1C represses gene silencing by small RNAs in *Schizosaccharomyces pombe*^24^, and Leo1 is involved in heterochromatin spreading^25^. Paf1C has recently been found to regulate Pol II phosphorylation, promoter–proximal pausing and release into gene bodies^26^,^27^. Paf1C is also involved in the resolution of transcription–replication conflicts^28^.

Paf1C is generally recruited to transcribed units, apparently entering the Pol II elongation complex (EC) downstream of the transcription start site, and exiting at the polyadenylation (pA) site^29^. There is evidence that Paf1C recruitment to Pol II requires direct contacts with Pol II and additional contacts with Pol II-associated factors. Paf1C recruitment *in vivo* requires the Bur1-Bur2 kinase^30^, and is aided by Spt4 (ref. 31). Paf1C and its Cdc73 subunit bind the phosphorylated C-terminal domain of Pol II and the phosphorylated C-terminal repeat region (CTR) of Spt5, which is also a general elongation factor^32^. A Plus3 domain in Rtf1 can bind the Spt5 CTR^33^. Rtf1 is however not stably associated with Paf1C in all species and is not required for Paf1C recruitment in human cells, where it has non-overlapping functions^34^. In fission yeast, Rtf1 also has other functions^35^. The C-terminal GTPase-like domain of Cdc73 is important for chromatin association of Paf1C (ref. 36). Leo1 is also important for Paf1C recruitment and binds RNA^37^.

Structural studies have revealed that Paf1C is a modular and flexible complex with several structured regions. The crystal structure of a complex of regions in Paf1 and Leo1 revealed antiparallel β-sheets for heterodimerization^38^. This study also showed that Ctr9 is a scaffold for Paf1C onto which the Paf1-Leo1 heterodimer and Cdc73 assemble. The structure of the GTPase-like domain in the C-terminal region of yeast Cdc73 was also solved^36^,^39^. In addition, structures were reported for the Plus3 domain of human Rtf1 (refs 40, 41), and for the Plus3 domain in complex with a phosphorylated Spt5 CTR repeat^41^. There is however no structural information on Ctr9, the largest Paf1C subunit.

Despite its critical role in chromatin transcription and transcription-coupled events, neither the structure of Paf1C nor its location on the Pol II EC are known. Here we reconstitute yeast Paf1C from recombinant subunits, assemble a complex of Paf1C with the Pol II-TFIIS EC and locate Paf1C on the polymerase surface with a combination of electron microscopy (EM) and crosslinking. From this work emerges a trilobal architecture of Paf1C and the location of Paf1C on the elongating polymerase, providing a basis for a mechanistic analysis of transcription elongation through chromatin.

## Results

### Recombinant Paf1C

Paf1C from the yeast *Saccharomyces cerevisiae* (*S. cerevisiae*) has a molecular weight of 340 kDa and consists of five subunits, Paf1, Leo1, Ctr9, Cdc73 and Rtf1 (Fig. 1a). Analysis of the primary and secondary structures of these subunits^42^,^43^ predicted known structured domains^36^,^38^,^39^,^40^,^41^,^44^ and eight tetratrico peptide repeats in Ctr9 (Fig. 1a). In addition, multiple regions of low sequence complexity were detected in all Paf1C subunits except Cdc73, consistent with the known flexibility of Paf1C (Supplementary Fig. 1a). To study Paf1C structurally, we established preparation of pure recombinant Paf1C after coexpression of its subunits in *Escherichia coli* (*E. coli*) (see Fig. 1b,c and Methods section). The five Paf1C subunits were coexpressed from three vectors in *E. coli* and the complex purified using chromatographic methods (see Fig. 1b and Methods section). We obtained ∼0.4 mg of pure Paf1C per liter of *E. coli* cell culture. Purified Paf1C contained all five subunits in apparently stoichiometric amounts (Fig. 1c).

### Paf1C structural core and flexible periphery

To map a stable structural core of Paf1C, we identified a Ctr9 variant that lacked 164 amino acids at its C terminus (Ctr9-ΔC913), but was sufficient to form a stable complex with the other subunits after coexpression (Paf1C-Ctr9-ΔC913) (Fig. 1d). We also obtained a recombinant Paf1C variant that additionally lacked subunit Rtf1 (Paf1C-Ctr9-ΔC913-ΔRtf1; Supplementary Fig. 1b). To further delineate the core of Paf1C, we used limited proteolysis and Edman sequencing (see Supplementary Fig. 1a and Methods section) and designed deletion mutants of the remaining three subunits. The limited proteolysis also showed that Leo1 and Paf1 are unstable. Combining iterative truncations of Leo1, Paf1 and Ctr9-ΔC-913, coexpression and copurification, we defined a structural core of Paf1C that additionally lacked the C-terminal region of Paf1 and both terminal regions of Leo1.

The resulting Paf1C core contained Ctr9-ΔC913, Paf1-ΔC361, Leo1-ΔN118-ΔC376 and Cdc73 (Supplementary Fig. 1c). The defined Paf1C core comprises 1,926 amino-acid residues out of a total of 2,937 residues, that is, 65% of the total protein mass. Thus, one-third of Paf1C forms flexible regions on the periphery of the complex. The C-terminal region of Rtf1 (Rtf1-ΔN441) can interact with the Paf1C core, indicating that the C-terminal region of Paf1 and both terminal regions of Leo1 are not crucial for Rtf1 binding (Supplementary Fig. 1d). In addition, we expressed and purified the Ctr9-Paf1-Leo1 trimer (Supplementary Fig. 1e). Taken together, these results show that Paf1C contains a structured core and several flexible regions around its periphery.

### TFIIS enhances Pol II-Paf1C binding

To investigate whether purified Paf1C binds to yeast Pol II *in vitro*, we performed pull-down assays using biotinylated Pol II coupled to streptavidin beads (see Methods section). Paf1C interacted with Pol II, albeit in a substoichiometric manner (Supplementary Fig. 2a, lane 4). Considering the known interaction of human Paf1C with TFIIS^45^, we tested whether TFIIS enhances Pol II-Paf1C binding. Indeed, TFIIS strongly enhanced binding of Paf1C to Pol II in our assay (Supplementary Fig. 2a, lane 5). In contrast, an N-terminal deletion variant of TFIIS lacking 130 residues (TFIIS-ΔN130) could not enhance Pol II-Paf1C interaction (Supplementary Fig. 2b, lanes 7 and 8). These results suggest that the N-terminal domain I of TFIIS, which is mobile in the Pol II-TFIIS structure^46^, interacts with Paf1C to increase its affinity to Pol II. In addition, Paf1C lacking the C-terminal domain of Ctr9 and Rtf1 retained Pol II binding (Supplementary Fig. 2c, lanes 6 and 8) and TFIIS-enhanced binding (Supplementary Fig. 2c, lanes 7 and 9). These results show that recombinant Paf1C interacts with Pol II *in vitro*, that this interaction does not require Rtf1 and that it is strongly enhanced by TFIIS (Supplementary Fig. 2d).

### Cryo-EM analysis

To determine the structure of Paf1C bound to a Pol II EC, we prepared a complex containing the complete 12-subunit Pol II^47^, a DNA-RNA scaffold^48^, full-length TFIIS carrying two point mutations that render it inactive in RNA cleavage stimulation^46^,^49^ and recombinant Paf1C lacking the Ctr9 C terminus (Paf1C-Ctr9-ΔC913) (see Methods section), which is more stable than Paf1C with full-length Ctr9. The complex contained all 18 polypeptides in apparently stoichiometric amounts after sucrose gradient ultracentrifugation (Fig. 2a). After gradient fixation^50^ (Supplementary Fig. 3a), the sample contained single particles, as revealed by EM in negative stain (Supplementary Fig. 3b), and was subjected to cryo-EM data collection (see Methods section). A total of 2,741 micrographs were collected on a Titan Krios equipped with a Gatan K2 direct electron detection device (Supplementary Fig. 3c).

From the cryo-EM micrographs, a total of 947,597 particles were extracted. Particle images were processed and subjected to reference-free two-dimensional (2D) classification in RELION^51^, yielding 370,841 particles after clearance. In several 2D classes, smeared densities for the peripheral Paf1C and the Pol II stalk subcomplex Rpb4-Rpb7 were observed on the polymerase surface (Fig. 2b). As a reference, we used a reconstruction of bovine Pol II^48^ filtered to low resolution (50 Å). After particle polishing in RELION, three-dimensional (3D) classification was used to separate out 158,422 particles that contained Pol II-TFIIS EC that lost Paf1C.

We refined the remaining 212,419 Paf1C containing particles, which led to a structure at 5.5 Å global resolution that contained the Pol II-TFIIS EC that closely resembled the crystal structure (Supplementary Fig. 4). Although the polymerase, TFIIS and the nucleic acids are very well defined, the local resolution of different parts of Paf1C is lower, ∼10–20 Å, indicating flexibility. A globally filtered 18 Å resolution reconstruction of the Pol II-Paf1C-TFIIS EC complex shows the location of Paf1C on the Pol II-TFIIS EC (Fig. 2c). To improve Paf1C density, we performed sub-3D classification. This resulted in three different Pol II-Paf1C-TFIIS EC reconstructions that we refer to as A, B and C (see Supplementary Fig. 4 and Methods section). These reconstructions showed average resolutions of 5.7, 5.9 and 6.2 Å, respectively (Fourier shell correlation (FSC)=0.143; see Supplementary Fig. 5a,b and Methods section) and enabled rigid-body fitting of the Pol II-TFIIS crystal structure^49^,^52^ and the DNA-RNA model^48^ (see Supplementary Fig. 5c,d and Methods section). The reconstructions did not reveal structural changes within the Pol II-TFIIS complex compared to the known crystal structure.

### Architecture of Pol II-Paf1C-TFIIS EC

Reconstructions A, B and C revealed different portions of Paf1C on the Pol II surface that we refer to as Paf1C parts A, B and C, respectively (Fig. 3a). The observation that these three parts of Paf1C could only be observed in different cryo-EM reconstructions shows that their relative orientation is flexible. Owing to this mobility on the Pol II surface, the local resolution of Paf1C was low (Supplementary Fig. 5e–g). When contoured at a level where no noise peaks are observed (Fig. 3b), the volumes of parts A, B and C could account for ∼50, 45 and 90 kDa of folded protein (see Methods section). Because part C overlaps with part A by ∼10 kDa, a total of ∼175 kDa of Paf1C is visible by cryo-EM, corresponding to ∼50% of the total mass of Paf1C, suggesting that most of the structured core (65%) is revealed (Supplementary Fig. 1). We combined reconstructions A–C into a composite map that is further interpreted below.

Paf1C binds to the outer surface of Pol II on the Rpb2 side, spanning from the Rpb2 external 2 and protrusion domains to subunit Rpb3 and reaching near the rim of the funnel opposite the active centre cleft (Fig. 3a,b). Paf1C part A contacts mainly the external 2 domain and likely the protrusion domain of Rpb2. Part B contacts the protrusion and part C contacts Rpb11 and Rpb3 around its helix α3. Part B also bridges between parts A and C, which otherwise do not contact each other. Taken together, cryo-EM revealed that the Paf1C core may be divided into three parts, with parts A and C contacting Pol II at the Rpb2 lobe and external 2 domains and Rpb3, respectively, and part B being highly mobile and bridging between parts A and C.

### Crosslinking analysis

To confirm the contacts of Paf1C with Pol II, and to assign Paf1C subunits to the three parts of Paf1C, we subjected the Pol II-Paf1C-TFIIS EC to chemical crosslinking coupled to mass spectrometry (XL-MS; see Methods section). We used the crosslinking reagent bis(sulfosuccinimidyl) suberate (BS3), which reacts with lysine side chains and N termini. In each crosslinking data set, two replicates were measured. All the spectra of the crosslinks were filtered at a false discovery rate cutoff of 1% and the maximum score value (negative logarithm of *E*-value) >5. Each crosslink was required to have a minimal spectral count of 2 in the two replicates of each data set (see Methods section). We obtained 239 unique intersubunit crosslinks (Fig. 4a, Table 1 and Supplementary Data 1). We first mapped crosslinks between Pol II subunits and between Pol II and TFIIS onto the Pol II-TFIIS EC crystal structure^49^. The Cα–Cα distances between crosslinked residues were within the allowed distances of 30 Å for 35 out of 38 intersubunit pairs. The other three crosslinks that showed longer Cα–Cα distances fell in regions with structural flexibility and higher crystallographic B-factors (Fig. 4b,c and Supplementary Data 1). In addition, we observed that Leo1 was crosslinked to two lysine residues (K78, K80) in domain I of TFIIS, consistent with our pull-down assays (see above). These results provided an internal, positive control for our crosslinking approach, and demonstrated the proximity of Paf1C to TFIIS.

### Paf1C subcomplex architecture

The data also contained 136 intersubunit crosslinks within Paf1C (Fig. 4a, Table 1 and Supplementary Data 1). These included 25 crosslinks between Paf1 and Leo1, consistent with the known dimerization of Paf1 and Leo1 subunits. Crosslinks of the Leo1 residue K225 to Paf1 residues K167 and K170 can be rationalized with the Paf1-Leo1 X-ray structure. A total of 27 crosslinks were observed between the Paf1-Leo1 dimer and Ctr9, revealing their proximity. The subassembly Paf1-Leo1-Ctr9 crosslinked to the C-terminal regions of Cdc73 and Rtf1. Consistent with this, the C-terminal region of Rtf1 suffices to bind Paf1C, because its coexpression with the Paf1C core resulted in a stable complex (Supplementary Fig. 1c). We also crosslinked free Paf1C and the obtained crosslinking pattern was similar (Supplementary Data 1).

We also obtained 49 intersubunit crosslinks between Paf1C and Pol II (Fig. 4a, Table 1, Supplementary Fig. 6 and Supplementary Data 1). Forty-four of these crosslinks map to the Rpb2 lobe, protrusion and external 2 domains, and subunits Rpb3 and Rpb11 (Supplementary Data 1), consistent with the location of Paf1C observed by cryo-EM. The lysine-rich region (K298–K369) of Leo1 gives rise to many crosslinks to the protrusion, lobe and external 2 of Rpb2, which together with extensive crosslinking between the Paf1-Leo1 dimer and the Pol II protrusion and lobe show that the Paf1-Leo1 heterodimer resides in part A. Crosslinks between Cdc73 and Pol II subunits Rpb3 and Rpb11 reveal that Cdc73 resides in part C. Indeed, part C contains a globular density that contacts Rpb3 and corresponds in size to the crystal structure of the C-terminal GTPase-like domain of Cdc73 (ref. 36) (Fig. 4d). We could fit this crystal structure to the globular density^53^ such that the crosslinks between Cdc73 and Pol II were explained. Three crosslinks occurred between the fitted structure and Rpb3, whereas Cdc73 residues in the adjacent N-terminal tail crosslinked to the nearby Rpb11 subunit (Fig. 4d). Finally, Ctr9 can be assigned to part B because it crosslinks to both Paf1-Leo1 in part A and Cdc73 in part C. Thus, Ctr9 bridges between Paf1-Leo1 and Cdc73, which both contact Pol II. Ctr9 did not crosslink efficiently to Pol II, consistent with the bridging density B that forms only limited contacts with the Pol II surface.

Combining the crosslinking data with the cryo-EM results and our mapping of flexible regions in Paf1C enabled us to derive the overall architecture of Paf1C bound to Pol II. The sizes of the EM densities can be reconciled with the Paf1C subunit molecular weights as follows. Part A reveals only about half of the Paf1-Leo1 heterodimer (∼50 out of 105 kDa), the other half is flexible. Part B reflects about half of the mass (∼45 kDa) of Ctr9-ΔC913 (105 kDa), whereas the other half of Ctr9 resides in part C, which is much larger than the Cdc73 GTPase-like domain alone (∼20 kDa). Finally, Rtf1 (65 kDa) remains flexible.

### Competitive Pol II binding of Paf1C and TFIIF

Superposition of the Pol II-Paf1C-TFIIS EC onto our previously reported Pol II initiation complex structure^54^ reveals a clash between Paf1C part A and the dimerization domain of the initiation factor TFIIF bound to the outer lobe of Pol II at an overlapping position (Fig. 5a). This suggested that Paf1C and TFIIF may bind to Pol II in a competitive manner. To investigate this, we performed binding assays using analytical sucrose gradient ultracentrifugation (see Methods section). We incubated preformed Pol II-Paf1C-TFIIS complex with a 1.8-fold molar excess of TFIIF and separated the resulting complexes on a 10–30% sucrose gradient. Based on subsequent SDS–polyacrylamide gel electrophoresis (SDS–PAGE) analysis, we estimate that TFIIF replaced Paf1C in about half of the Pol II complexes (Fig. 5b). When we instead incubated preformed Pol II-TFIIF complex with Paf1C and TFIIS, some TFIIF was displaced, TFIIS was able to join the complex and Paf1C bound to a low extent (Fig. 5c). Analysis of the relevant gradient fractions by native PAGE shows that TFIIF can almost completely compete off the Pol II-bound Paf1C, but not the other way around (Fig. 5d,e). These results indicate that Paf1C and TFIIF bind to Pol II in a competitive manner, consistent with the cryo-EM reconstruction.

### Paf1C is globally required for Pol II transcription

Thus far, it had not been demonstrated whether Paf1C is a general transcription factor in yeast. To investigate whether Paf1C is globally required for transcription *in vivo*, or whether it has gene-specific functions, we monitored RNA synthesis with 4-thiouracil-Seq (4tU-Seq) in yeast^55^,^56^,^57^. This method uses metabolic RNA labelling with 4tU coupled to strand-specific sequencing of labelled, newly synthesized RNA. 

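The 4tU-Seq experiment comprised 6 libraries, 2 biological replicates each of paf1Δ, rtf1Δ and WT cells. Cells at an OD600 of 0.8 took up 4-thiouracil, a uracil analogue that is built into RNA, at 5 mM for 6 min, so that the purified labelled RNA was made within that time. The authors aligned the reads with STAR, kept properly paired alignments above a mapping quality minimum, and deposited for each library the number of reads on each of 6030 features, without normalization. The features carry serial identifiers, and the files do not pair them with gene names or coordinates. The files hold 0 entries named for the spike-in RNAs, so the spike-in normalization of Fig. 6 is not applied to the values given here. Reads on features numbered 20605134 and 19043549 in the paf1Δ replicates, 15584734 and 14330386 in the rtf1Δ replicates, and 36666376 and 35676577 in the WT replicates. The reads counted in all, including those outside features, were 29535697 and 27203796 in paf1Δ, 24074673 and 22032387 in rtf1Δ, and 47555283 and 46195410 in WT. Ratios to WT were computed on the counts as deposited, because the files held no spike-in entries to scale to, and again after TMM normalization. Counts without scaling carry the sequencing depth of each library as well as any change in RNA synthesis. TMM normalization removes the depth and also any change common to most features, because it centres the typical feature on no change. Features past the threshold were called with edgeR's quasi-likelihood test on TMM-normalized counts over the 5802 features with at least 10 counts in at least 2 libraries, at a Benjamini-Hochberg adjusted p of 0.05.

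**Figure D1:**
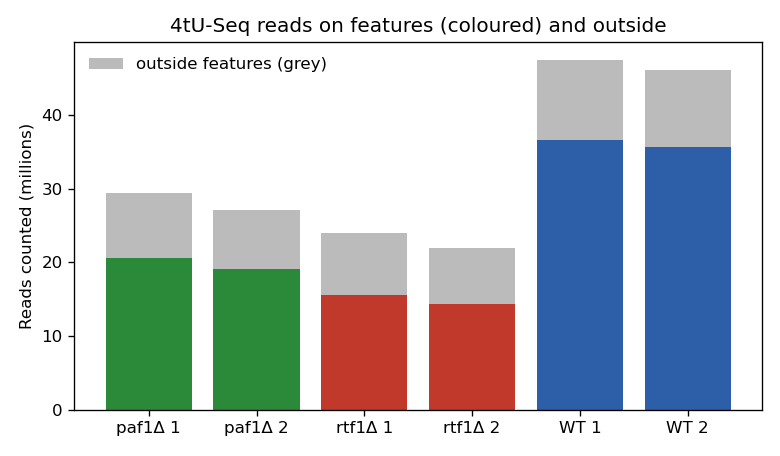
Reads counted in each of the 6 4tU-Seq libraries (y axis), with reads on features in colour and reads outside features in grey on top. The WT libraries hold more reads than the paf1Δ libraries, and the rtf1Δ libraries hold the fewest.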

We used 4tU-Seq to monitor RNA synthesis in strains lacking either Paf1 (paf1Δ) or Rtf1 (rtf1Δ), and compared this to a wild-type strain using global normalization based on spike-in probes^58^. Two biological replicates were measured. 

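Across features, the log2 counts of the replicates, scaled for library size, had a Pearson correlation of 0.997 in paf1Δ, 0.995 in rtf1Δ and 0.998 in WT. These correlations are across features, which are not independent replicates. The biological coefficient of variation was 5.77% between the paf1Δ replicates, 7.63% between the rtf1Δ replicates and 4.00% between the WT replicates. The counts of the replicates differed by more than the sampling noise of reads in each strain, with a chi-square statistic per degree of freedom of 9.25 in paf1Δ, 13.5 in rtf1Δ and 9.43 in WT, a statistic that does not separate biological differences from those of library preparation. The replicates were counted as separate samples, as the paper describes them. Among features with a normalized count of at least 100 in either replicate, 3 of 5318 differed more than 2-fold between the paf1Δ replicates, 9 of 5443 between the rtf1Δ replicates and 1 of 5131 between the WT replicates. The sample labels number the replicates 1 and 2 in each strain. The deviations of same-numbered samples from their strain means correlated with r = 0.0202 between paf1Δ and rtf1Δ. They correlated with r = -0.0984 between paf1Δ and WT, and r = -0.1618 between rtf1Δ and WT. These values gave no sign that same-numbered samples shared deviations. Replicate 1 held more reads on features than replicate 2 in each strain, which such correlations cannot show, so a pairing is not ruled out.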

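Among the 5881 features with a mean WT count of at least 2, the ratio of the mean paf1Δ count to the mean WT count, on counts without scaling, had a median of 0.526. Each paf1Δ replicate taken alone gave 0.548 and 0.500 (SD 0.0338, n = 2). The corresponding median for rtf1Δ was 0.439, with 0.458 and 0.416 for the single replicates (SD 0.0295, n = 2). Over the 4 pairings of 1 knockout replicate with 1 WT replicate, the median ran from 0.499 to 0.555 in paf1Δ and from 0.414 to 0.461 in rtf1Δ, so that both knockouts lay apart from the ratio of WT replicate 2 to WT replicate 1, whose median was 0.982. With the replicate number as a block, taking the geometric mean of the ratios within each number, the medians were 0.525 and 0.437. An exact permutation test of 2 samples against 2 cannot give a p below 0.333, and none is claimed. Ratios below 1 were found for 4778 features (81.2%) in paf1Δ and 4793 features (81.5%) in rtf1Δ. The choice of scaling moved these values most. After TMM normalization the medians were 0.984 and 0.988, and 51.2% and 50.9% of features had ratios below 1. The total reads on features were 0.548 of WT in paf1Δ and 0.414 of WT in rtf1Δ, and these totals enter the unscaled ratios directly. In simulated counts in which every feature fell to 0.5 of its level, the TMM-normalized median log2 change was 0 and the test called 0 features down, so a uniform decrease is not detectable after TMM normalization. From the spike-in-normalized signal, the paper concludes that loss of either subunit lowers mRNA synthesis globally and that normal Pol II transcription requires Paf1C throughout the genome.

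**Figure D2:**
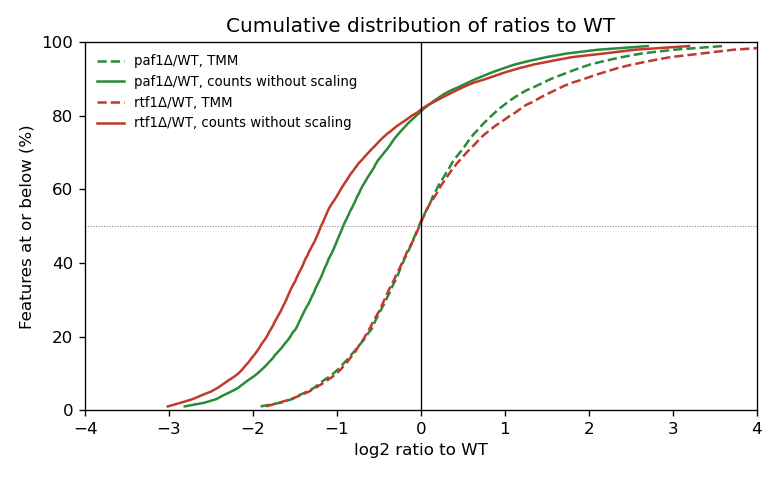
Cumulative distribution over features of the log2 ratio to WT, with the percent of features at or below each ratio on the y axis, for paf1Δ (green) and rtf1Δ (red). Solid lines are counts without scaling, dashed lines are TMM-normalized counts, and the dashed lines cross 50% near a log2 ratio of 0.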

We found that knockout of Paf1 or Rtf1 led to a strong, global decrease in synthesis of mRNA transcripts (Fig. 6a), showing that Paf1C is globally required for normal Pol II transcription. Furthermore, the analysis of significantly downregulated transcripts in paf1Δ and rtf1Δ strains with a Venn diagram shows strong overlap between paf1Δ and rtf1Δ strains, but that the rtf1Δ strain shows 35% more downregulated RNAs, consistent with the idea that Rtf1 has Paf1C-independent roles^34^ (Fig. 6b).

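With TMM-normalized counts, edgeR's quasi-likelihood test called 2324 of 5802 features down and 2184 up in paf1Δ against WT, and 2397 down and 2268 up in rtf1Δ against WT. Of the features down in paf1Δ, 1905 (82.0%) were also down in rtf1Δ, where 960.1 would be shared if the 2 sets were independent. They are not fully independent, because both were called against the same WT replicates, whose noise can raise the overlap. The rtf1Δ strain had 3.14% more features down than the paf1Δ strain. With the replicate number as a block, the pairing being taken from the sample labels, the test called 2266 features down in paf1Δ and 2350 in rtf1Δ, with 1852 in both. With the numbers of the WT samples exchanged, an alternative chosen after the correlations of their deviations were seen, it called 2363 and 2432, with 1941 in both. The calls depended most on the scaling. On counts without scaling, 4288 features were down and 742 up in paf1Δ, 4443 were down and 783 up in rtf1Δ, 4071 were down in both (94.9% of those down in paf1Δ), and rtf1Δ had 3.61% more features down. Across features, the log2 fold changes of the knockouts correlated with a Pearson r of 0.853 and a Spearman rho of 0.852 when both were taken against the mean of the WT replicates. With a separate WT replicate for each knockout, so that WT noise was not shared, Pearson's r was 0.844 and, with the WT replicates exchanged, 0.834. Features are not independent replicates, and no p is given for these correlations. The paper describes the overlap of the downregulated sets as strong, and sets the larger number in rtf1Δ beside the idea from earlier work that Rtf1 also acts independently of Paf1C.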

## Discussion

Here, we use a combination of cryo-EM and crosslinking to show that Paf1C forms a tripartite architecture. Parts A and C contain Paf1-Leo1 and Cdc73, respectively, and contact Pol II near the Rpb2 external 2 domain and Rpb3, respectively. Ctr9 forms part B and extends into part C, forming a flexible bridge between parts A and C that is not directly contacting Pol II. These results explain published data. Ctr9 has been predicted from biochemical data to form a scaffold that bridges between Paf1-Leo1 and Cdc73 (ref. 38). The Cdc73 GTPase-like domain binds Pol II, consistent with the requirement for this domain to recruit Paf1C to chromatin^36^. The C-terminal region of Cdc73 (201–393 amino acids) has been reported to bind the Pol II C-terminal domain^35^, but this region could not be localized here. Most of Rtf1 is flexible, including the Plus3 domain that binds the phosphorylated CTR of Spt5 (ref. 41), which is also flexibly connected to the EC. Our results also explain how Paf1C and TFIIS can cooperatively bind to Pol II^45^. Pull-down assays show that TFIIS facilitates Pol II-Paf1C binding via its domain I. Correspondingly, we observe crosslinking between Leo1 and TFIIS domain I, and this interaction occurs near the jaw-lobe module of Pol II. We arrive at an overall architecture of the Paf1C on the Pol II EC that explains known interactions (Fig. 7).

We further show that Paf1C is generally required for transcription *in vivo*, and thus our results elucidate aspects of the general transcription cycle. In particular, they provide insights into the transition from transcription initiation to elongation, when initiation factors are replaced by elongation factors on the Pol II surface^29^,^59^,^60^. We suggest that in the initiation complex, Paf1C cannot bind Pol II because the site for binding part A is occupied by TFIIF, which binds the lobe. Similarly, TFIIE blocks the site for binding the elongation factor Spt4-Spt5 on the clamp^61^,^62^. These observations explain why Paf1C and Spt4-Spt5 bind the EC only upon disassembly of the initiation complex. These elongation factors appear to bind Pol II weakly in isolation, but interactions between them^32^,^33^ and between Paf1C and TFIIS^45^ may enhance their polymerase association. We note that the second contact of Paf1C with Pol II, formed between part C and Rpb3, does not overlap with known factor positions on Pol II. This contact may therefore help to retain Paf1C in the EC when TFIIF reassembles during elongation^63^.

Despite our success in obtaining structural information on the highly flexible EC containing Paf1C, the mechanisms Paf1C uses to facilitate chromatin transcription remain unclear. Insights into the mechanisms of chromatin transcription will only come from a structural analysis of the interface of Paf1C with nucleosomes and other chromatin-associated factors. This poses a highly formidable challenge for the future. In the meantime, our results provide the overall Paf1C architecture and location on the polymerase, elucidate the molecular basis for transcription factor exchange during the initiation–elongation transition, and provide a framework for further dissection of the multiple functions of Paf1C in transcription.

## Methods

### Paf1C expression and purification

The gene sequences encoding for Ctr9, Rtf1 and Cdc73 were amplified from the *S. cerevisiae* genomic DNA by polymerase chain reaction (PCR). Open reading frames of Paf1 and Leo1 were chemically synthesized by GeneArt (Thermo Fisher Scientific) to optimize codon usage for more efficient bacterial expression. Full-length Ctr9 was cloned into pET24b (Novagen) resulting in a non-cleavable hexahistidine tag fused to the Ctr9 carboxyl terminus. The PCR products of full-length Rtf1 or Cdc73 were cloned into an in-house modified version of the pET21b vector (Novagen). Ribosome binding sequence-Cdc73, which contains an ribosome binding sequence on the amino terminus of Cdc73 was inserted sequentially after Rtf1. Additionally, Cdc73 was cloned into multiple cloning sites 2 of pETDuet-1 (Novagen) for the coexpression of a four-subunit Paf1 complex lacking Rtf1 (Paf1C-ΔRtf1). Leo1 and Paf1 were PCR amplified and cloned into two multiple cloning sites of pCDFDuet-1 vector (Novagen) separately and sequentially. The five-subunit Paf1C and its variants were heterologously coexpressed in *E. coli* BL21 CodonPlus(DE3)RIL cells (Stratagene). Cultures of bacteria transformed with pET24b-Ctr9 and pCDFDuet-1-Leo1-Paf1 were grown in Luria–Bertani medium at 37 °C to an OD_600_ _nm_ of ∼0.8. The temperature was reduced to 18 °C, and protein overexpression was induced by addition of 1 mM isopropyl-β-D-thiogalactoside and with continued growth at 18 °C overnight. The same strategy was used for the coexpression of Rtf1 and Cdc73.

Cells were collected and colysed by sonication in buffer A (50 mM Tris (pH 8.7), 600 mM potassium acetate (KOAC), 2 mM dithiothreitol (DTT), 2 mM MgCl_2_, 10 mM imidazole, 10 μM ZnCl_2_) containing a 1:100 dilution of protease inhibitor cocktail (1 mM leupeptin, 2 mM pepstatin A, 100 mM phenylmethylsulfonyl fluoride, 280 mM benzamidine), 1,000 U benzonase and 0.4 μg ml^−1^ DNaseI. The extract was cleared by centrifugation (20 000*g*, 30 min) and the supernatant was loaded onto a 2-ml Ni-NTA agarose bead column (Qiagen), equilibrated in buffer A. The column was washed extensively with buffer A containing 20 mM imidazole. The complex was eluted with buffer A containing 150 mM imidazole. The eluted protein was diluted 10-fold and was further purified by cation exchange chromatography using a 1-ml HiTrap SP HP column (GE Healthcare). The column was equilibrated in buffer B (50 mM Tris (pH 8.7), 70 mM KOAC, 2 mM MgCl_2_, 2 mM DTT, 10 μM ZnCl_2_) and proteins were eluted with a linear gradient from 70 mM to 2 M KOAC in buffer B. Fractions containing the protein of interest were concentrated and loaded onto a Superose 6 10/300 (GE Healthcare) size-exclusion chromatography column equilibrated with buffer C (10 mM Tris (pH 8.5), 200 mM NaCl, 2 mM MgCl_2_, 2 mM DTT, 10 μM ZnCl_2_) or buffer D (10 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM MgCl_2_, 2 mM DTT, 10 μM ZnCl_2_). The protein complex was concentrated by centrifugation in Amicon Ultra 4-ml concentrators (molecular weight cutoff=50 kDa; Millipore) to 3 mg ml^−1^. Protein was aliquoted, flash frozen in liquid nitrogen and stored at −80 °C. The similar strategy was used for purifying the five-subunit Paf1C variants.

The four-subunit Paf1 complex (Paf1C-ΔRtf1) and its variants were expressed and purified as described for the five-subunit complex (Paf1C), except that we cotransformed pET24b-Ctr9, pCDFDuet-1-Leo1-Paf1 and pETDuet-1-Cdc73 plasmids together in *E. coli* BL21 CodonPlus (DE3) RIL cells. All the components were separated by SDS–PAGE and confirmed by mass spectrometry.

### Limited proteolysis and Edman sequencing

Limited proteolysis experiments were performed in buffer C (10 mM Tris (pH 8.5), 200 mM NaCl, 2 mM MgCl_2_, 2 mM DTT, 10 μM ZnCl_2_) containing 1.6 mg ml^−1^ Paf1C and different concentration of respective protease. A measure of 0.04–0.4 ng μl^−1^ subtilisin, 1–10 ng μl^−1^ trypsin and 2 ng μl^−1^ ArgC were incubated with Paf1C at room temperature for 2 min, 2 min and a 5–20 min time course, respectively. The reactions were stopped using SDS loading buffer. Samples were analysed by SDS–PAGE. The separated limited proteolysis products on the SDS gel were blotted onto a polyvinylidene difluoride membrane. The membrane was stained with Ponceau S before the fragments were excised and sequenced using a Procise cLC (Applied Biosystems, Foster City, CA, USA).

### Pull-down assay

Pol II containing a biotin acceptor peptide at the N terminus of Rpb3 was purified. Enzymatic biotinylation was carried out *in vitro* in 100 μl reactions containing 124 μg of Pol II, 8 μg BirA, 2 mM ATP and 100 μM biotin supplemented with dilution buffer (20 mM HEPES (pH 7.5), 16 mM MgCl_2_, 10 μM ZnCl_2_, 10 mM DTT). The mixture was incubated for 2 h in a thermomixer at 20 °C and 600 r.p.m. Buffer exchange to Pol II buffer (5 mM HEPES (pH 7.5), 10 μM ZnCl_2_, 40 mM (NH_4_)_2_SO_4_, 10 mM DTT) was carried out using Micro Bio-SpinTM Chromatography columns (Bio-Rad). In each pull-down assay, 5.8 μg biotinylated Pol II was immobilized on 20 μl Dynabeads M-280 streptavidin resin (Thermo Fisher Scientific), equilibrated in buffer P (50 mM HEPES (pH 7.5), 0.1% NP-40, 150 mM KOAC, 2 mM DTT). Fivefold molar excess of purified Paf1C or/and TFIIS were incubated with immobilized Pol II or control resin at 4 °C for 1 h. Beads were washed five times. Input and the bound proteins were subjected to SDS–PAGE analysis. Relative binding fold changes between Pol II and Paf1 complexes when TFIIS or TFIIS-ΔN130 presents were quantified using Image J. The amount of Leo1 (Paf1C subunit) is quantified relative to the amount of Pol II (subunit Rpb4) in each lane. The fold change is set to 1 in cases lacking TFIIS (representing unchanged amounts). Error bars indicate the s.e.m. from three replicates.

### EC preparation

The nucleic acid scaffold (Integrated DNA Technologies) used for transcribing mammalian RNA Pol II^48^, which contains an 11 nucleotide mismatch transcription bubble and 20 nucleotide RNA (bubble-RNA) was used to assemble Pol II-Paf1C-TFIIS EC (template DNA sequence 5′-AAGCTCAAGTACTTA AGCCTGGTCATTACTAGTACTGCC-3′, non-template DNA sequence 5′-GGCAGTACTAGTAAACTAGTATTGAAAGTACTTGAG CTT-3′ and RNA sequence 5′-UAUAUGCAUAAAGACCAGGC-3′). Equimolar amounts of DNA and RNA were mixed and annealed in a Biometra T3000 Thermocycler that heated to 95 °C and cooled in 1 °C increments every 30 s until 10 °C were reached. The Pol II-bubble-RNA was assembled by incubating 250 pmol purified Pol II with equimolar bubble-RNA in Pol II buffer for 10 min at 25 °C. A 1.8-fold molar excess of Paf1C-Ctr9-ΔC913 and a 1.8-fold molar excess of TFIIS (DE-AA)-inactive mutant were incubated with Pol II-bubble-RNA in assembly buffer D (10 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM MgCl_2_, 2 mM DTT, 10 μM ZnCl_2_) for 15 min at 20 °C in a 65 μl reaction volume. We then centrifuged the reaction for 10 min at 4 °C at 15,000 r.p.m. and kept the supernatant for size-exclusion chromatography or gradient fixation (GraFix) before XL-MS or EM, respectively.

### Crosslinking and mass spectrometry analysis

The assembled Pol II-Paf1C-TFIIS complex was injected onto size-exclusion chromatography to obtain a homogeneous complex. The fractions containing target complex were collected and crosslinked at various concentrations of BS3 (Thermo Fisher Scientific) to determine empirically the optimal reaction conditions. The best condition, 0.5 mM BS3, was sufficient to convert most of individual component into a high-molecular-weight band in SDS–PAGE and was chosen for final sample preparation. The Pol II-Paf1C-TFIIS at a concentration of 425 μg ml^−1^ was crosslinked with 0.5 mM BS3 and incubated for 30 min at 30 °C. The reaction was quenched by adding 50 mM ammonium bicarbonate. The crosslinked sample was repurified by size-exclusion chromatography on a Superose 6 PC 3.2/300 column (GE Healthcare) equilibrated in buffer D (10 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM MgCl_2_, 2 mM DTT, 10 μM ZnCl_2_). Crosslinked sample was digested with trypsin.

Crosslinked peptides were enriched and divided into two parts. Both halves of the sample were measured on an Orbitrap Fusion LC-MS/MS instrumentation platform (Thermo Fisher Scientific) and the data sets were analysed with pLink 1.23 (ref. 64) against a database containing the sequences of the proteins components in the complex separately. An initial false discovery rate cutoff of 1% was set. *E*-value was calculated in this processing. To visualize this score better, the negative logarithm of *E*-value was used. The final set of crosslinks were required to satisfy 3 criteria: (1) appeared in both replicates; (2) the max score value from each data set was higher than 5; (3) each crosslink must have a minimal spectral count of 2 in each data set. The final result was subsequently visualized using the xiNET online server^65^. The same strategy was used for Paf1C XL-MS, except that the samples were measured on an AB Sciex Triple-ToF instrument (AB SCIEX).

### Gradient fixation

To reconstitute a homogeneous Pol II-Paf1C-TFIIS EC, the sucrose GraFix was carried out as described^50^. Each sucrose gradient for GraFix was generated by mixing equal volumes of light solution (10 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM DTT, 2 mM MgCl_2_, 10 μM ZnCl_2_, 10% (w/v) sucrose) and heavy solution 1 (10 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM DTT, 2 mM MgCl_2_, 10 μM ZnCl_2_, 30% (w/v) sucrose, 0.075% (w/v) glutaraldehyde) using a gradient mixer (Gradient Master 108; BioComp Instruments). This resulted in a dual gradient of 10–30% sucrose and 0–0.075% glutaraldehyde in an 11 × 60 mm^2^ ultracentrifuge tube (Beckman Coulter). Next, 60 μl of the *in vitro* reconstituted Pol II-Paf1C-TFIIS EC were applied on top of the gradient. After ultracentrifugation at 32,000 r.p.m. in a SW60 swinging bucket rotor (Beckman Coulter) for 16 h at 4 °C, 200 μl fractions of the gradient were collected by pipetting carefully from top to bottom of the tube. Parallel sucrose gradient fractions of samples applied to gradients either containing or lacking glutaraldehyde showed the same sedimentation profile when analysed by SDS–PAGE. The crosslinking reaction was quenched by adding 0.5 M (pH 7.8) aspartate to a final concentration of 12.5 mM. Micro spin chromatography columns (Bio-Rad) were used for buffer exchange to remove sucrose, glutaraldehyde and aspartate. The samples were concentrated using a GE concentrator (molecular weight cutoff=100 kDa; GE Healthcare) and immediately used for cryo-EM.

### Negative stain EM

Pol II-Paf1C-TFIIS EC was prepared as described above. Negative staining of the specimen was carried out as described^48^. Micrographs were obtained using an FEI Philips CM-200 at 160 kV with a original magnification of × 88 000 (corresponding to a calibrated sampling of 2.51 Å per physical pixel) and a defocus ∼2.0 μm.

### Cryo-EM specimen preparation and data acquisition

An FEI Vitrobot Mark IV plunger (FEI) was used for preparation of frozen-hydrated specimens. Four microlitres of sample was placed onto Quantifoil Cu R3.5/1 and Cu R2/1 glow-discharged 200 mesh holey carbon grids, which were then blotted for 8.5 s with blot force 13 to remove the excess solution before they were flash frozen in liquid ethane. The Vitrobot chamber was operated at constant 4 °C and 100% humidity during blotting. The grids were transferred and stored in liquid nitrogen before data acquisition.

Two cryo-EM data sets were acquired on a 300 keV FEI Titan Krios electron microscope equipped with a K2 Summit direct electron counting camera (Gatan) positioned post a GIF Quantum energy filter (Gatan) to increase the signal-to-noise ratio. Automated data collection was carried out using the TOM toolbox^66^. Movie images were recorded at a nominal magnification of × 37,000 (corresponding to a calibrated sampling of 1.35 Å per physical pixel) in super-resolution mode, thus yielding a pixel size of 0.675 Å per pixel. For the first data set, two movies were acquired in each hole and a total of 595 movie stacks with a defocus range of −0.7 to −4.2 μm were collected from Quantifoil Cu R3.5/1 grids at a dose rate of 7.6 electrons per pixel per second. Each movie encompassed a total dose of ∼33 electrons per Å^2^ with a total exposure time of 10.8 s fractionated into 27 frames. Each frame had an exposure time of 0.4 s. For the second data set collected from the Quantifoil Cu R2/1 grids, one movie was acquired in each hole and 2,146 movie stacks were recorded with an exposure time of 12 s fractionated into 30 frames, a dose rate of 4.2 electrons per pixel per second. Each frame had an exposure time of 0.4 s, resulting in a total accumulated dose of ∼28 electrons per Å^2^ per stack. Defocus values ranged from −0.6 to −4.2 μm. Movie stacks from two data sets were aligned and binned as previously described with the frame-based motion-correction algorithm to generate drift-corrected micrographs for further processing^67^, except images were not partitioned into quadrants.

### Cryo-EM image processing

Contrast transfer function was estimated using CTFFIND3 (ref. 68) and CTFFIND4 (ref. 69) for the data sets from Quantifoil Cu R3.5/1 grids (R3.5) and Quantifoil Cu R2/1 grids (R2), respectively. For the R3.5 data set, 123 aligned micrographs were excluded because of contaminations or bad ice quality. After removing these micrographs, we used e2boxer.py from EMAN2 package^70^ to semiautomatically pick 84,362 particles with a box size of 240^2^ pixels from the remaining micrographs. 2D reference-free classification within RELION 1.4 (ref. 51) was used to remove micelles or other false positives. After this step 79,024 particles remained. We deleted 512 aligned micrographs from the R2 data set and semiautomatically picked 21,301 particles using e2boxer.py from EMAN2 package with a box size of 240^2^ pixels.

Reference-free 2D classes were generated, and nine representative classes were low-pass filtered to 20 Å and used as templates for autopicking^71^. The resulting 863,235 particles were screened manually and subjected to reference-free 2D classification, yielding 291,817 particles. We then merged particles from two datasets. 370,841 particles were used as an input for the subsequent 3D reconstruction performed with RELION 1.4 (ref. 51), unless noted otherwise. A published reconstruction of bovine Pol II^48^ filtered to 50 Å was used as an initial reference for 3D refinement. The aligned particles were subjected to particle polishing using RELION 1.4 (ref. 72) to reduce the noise and correct the local motion and radiation damage.

3D classifications were carried out without image alignment. The first 3D classification was performed to separate out particles lacking the Paf1C density. This led to the dismissal of 158,422 particles. We refined the remaining 212,419 Paf1C-containing particles. Gold-standard FSC was calculated after the 3D refinement in RELION. A 5.5 Å average resolution map was observed at the gold-standard FSC criteria of 0.143. In the second step, a soft mask encompassing Paf1C was generated using the ‘volume erase' option in UCSF Chimera^53^ and RELION^51^. After 3D classification within this mask, we obtained three Pol II-Paf1C-TFIIS maps resolving different parts of Paf1C density (parts A, B and C). The individual classes were autorefined using the respective masks. The complex containing part A was refined from 114,672 particles to an average resolution of 5.7 Å. The complex containing part B was refined from 54,722 particles to an average resolution of 5.9 Å. The complex containing part C was refined from 43,025 particles to an average resolution of 6.2 Å. All three maps were unsharpened and filtered according to local resolution^73^. All structural figures were generated using UCSF Chimera^53^ and PyMOL (Schrödinger LLC.).

### Structural modelling

The X-ray crystallographic structure of the Pol II-TFIIS complex (PDB entry: 3PO3; ref. 49) was used as the starting reference model and placed into the cryo-EM map using UCSF Chimera^53^. Amino acids 68–89 and 132–168 of the protrusion domain of Rpb2 were replaced by the coordinates from the PDB entry 5C4J^52^. Template DNA (nucleotides 1–33), non-template DNA (nucleotides 7–39) and RNA (nucleotides 7–20) were derived from the PDB entry 5FLM (ref. 48). The models were fitted as rigid bodies into the density map using ‘Fit in Map' in UCSF Chimera^53^. The C-terminal GTPase-like domain of Cdc73 (PDB entry: 3V46) was fitted into the map of the complex containing part C using UCSF Chimera^53^ and adjusted in COOT^74^ based on the XL-MS results. We also calculated the approximate molecular weight of the density, which is present in addition to Pol II, with Chimera using TFIIS as a reference^53^.

### Analytical sucrose gradient ultracentrifugation

To investigate the binding of TFIIF and Paf1C to Pol II, analytical sucrose gradient ultracentrifugation was carried out. A sucrose gradient was generated by mixing equal volumes of light solution (10 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM DTT, 2 mM MgCl_2_, 10 μM ZnCl_2_, 10% (w/v) sucrose) and heavy solution 2 (10 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM DTT, 2 mM MgCl_2_, 10 μM ZnCl_2_, 30% (w/v) sucrose) using a gradient mixer (Gradient Master 108; BioComp Instruments).

Reconstituted Pol II-Paf1C-TFIIS EC was divided into portions. The first portion was incubated with a 1.8-fold molar excess of TFIIF^54^, while the other portion was incubated with buffer D (10 mM HEPES (pH 7.5), 100 mM NaCl, 2 mM MgCl_2_, 2 mM DTT, 10 μM ZnCl_2_) as a control. Next, the reconstituted complexes were applied on top of the gradient. After ultracentrifugation at 32,000 r.p.m. in a SW60 swinging bucket rotor (Beckman Coulter) for 16 h at 4 °C, 200 μl fractions were collected by pipetting carefully from top to bottom of the tube before analysing them by SDS–PAGE and native PAGE. The assay was repeated but starting from a Pol II-TFIIF complex and then incubating with excess Paf1C-TFIIS.

### 4tU-Seq data collection

4tU labelling of cellular RNA was performed as described^75^ with minor changes. Forty microlitres of each replicate culture were used for metabolic RNA labelling. The strains used in this study paf1Δ (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 paf1::kanMX) and rtf1Δ (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 rtf1::kanMX) were purchased from Euroscarf. 

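In the R64 reference genome, the 2 genes replaced by kanMX lie on chromosomes II and VII. PAF1 (YBR279W) spans 761257 to 762594 with a coding sequence of 1338 bp, and RTF1 (YGL244W) spans 41498 to 43174 with a coding sequence of 1677 bp, each in 1 exon. The marker genes of the genotype are HIS3 (YOR202W) on chromosome XV from 721946 to 722608, LEU2 (YCL018W) on chromosome III from 91324 to 92418, MET17 (YLR303W, also called MET15) on chromosome XII from 732542 to 733876, and URA3 (YEL021W) on chromosome V from 116167 to 116970. The count files list features by serial identifiers and do not pair them with these genes. The annotation file that the paper names was not used here, so the counts of the deleted genes are not given by name.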

Yeast cells were grown in yeast extract peptone dextrose medium overnight, diluted to an OD_600_ _nm_ of 0.1 and grown to an OD_600_ _nm_ of 0.8. 4tU (Sigma; 2 M in dimethylsulfoxide) was added to the media at a final concentration of 5 mM, and cells were collected after 6 min of labelling by centrifugation at 2,465*g* and 30 °C for 1 min. The supernatant was discarded and the pellet resuspended in RNAlater solution (Ambion/Applied Biosystems) and then flash frozen in liquid nitrogen. Cell number was determined from an aliquot with a Cellometer N10 (Nexus) cell counter. Total RNA was extracted with phenol chloroform. RNA spike-ins were added to cell pellets at the first step of RNA purification^58^. Briefly, six artificial RNAs (spike-ins: ERCC-00043, ERCC-00170, ERCC-00136, ERCC-00145, ERCC-00092 and ERCC-00002) from the ERCC RNA spike-in mix (Life Technologies) were mixed in equal amount to all samples. Each spike-in was subjected to *in vitro* transcription beforehand with the Megascript T7 Transcription Kit (Life Technologies) with either 1:10 4sUTP:UTP ratio for spike-ins ERCC-00043, ERCC-00136 and ERCC-00092 or only UTP for spike-ins ERCC-00170, ERCC-00145 and ERCC-00002; resulting in labelled and non-labelled spike-ins, respectively. The amount of spike-ins was adjusted to the cell number of each sample (120 ng of spike-in mix to 2.5 × 10^8^ cells for all samples). Labelled RNA was chemically biotinylated and purified using strepatavidin-coated magnetic beads as described^76^. Sequencing libraries were prepared according to the manufacturer's recommendations using the Ovation Universal RNA-Seq System (NuGEN). Libraries were quantified with Qubit 1.0. Libraries were pooled and sequenced on an Illumina HiSeq 2500 sequencer.

### 4tU-Seq data analysis

Data analysis was performed as described^57^, with minor modifications. Briefly, paired-end 50 bp reads with additional 6 bp of barcodes were obtained for labelled RNA. Reads were demultiplexed and aligned to the *S. cerevisiae* genome (sacCer3, version 64.2.1) using STAR (version 2.3.0)^77^. SAMTools was used to quality filter SAM files^77^. Alignments with MAPQ smaller than 7 (−q 7) were skipped and only proper pairs (−f99, −f147, −f83, −f163) were selected. Further processing of the RNA-Seq data was carried out using the R/Bioconductor environment. Piled-up counts for every genomic position were summed up over replicates, using physical coverage, that is, counting both sequenced bases covered by reads and unsequenced bases spanned between proper mate-pair reads. 

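The deposited counts are those before this normalization, and the spike-in counts were not used here. Each library was instead scaled in several ways. edgeR's TMM method gave factors of 0.965 and 0.956 for the paf1Δ replicates, 1.07 and 1.05 for the rtf1Δ replicates and 0.980 and 0.989 for the WT replicates, which multiply the reads on features. DESeq2's size factors were 0.897 and 0.817 in paf1Δ, 0.750 and 0.686 in rtf1Δ and 1.65 and 1.63 in WT. Both methods assume that the typical feature does not change, whereas equal amounts of spike-in RNA per cell would report a change common to all features. Reads outside features made up 29.9% ± 0.156 (SD, n = 2) of the reads in paf1Δ, 34.9% ± 0.214 (SD, n = 2) in rtf1Δ and 22.7% ± 0.0919 (SD, n = 2) in WT. The strains differed in this share by far more than the replicates did.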

We used a spike-in (RNAs) normalization strategy as described before^58^ to allow for observation of global changes in the 4sU-Seq signal. Read counts for all spike-ins necessary to that end were calculated using HTSeq^78^ after mapping. To estimate these normalization factors, we used a statistical model that describes the read counts for each gene in each sample by gene-specific amounts of labelled RNA. The model includes a parameter for the length of the respective feature. The expectation of the number of reads is fitted by maximum-likelihood assuming negative binomial distribution with dispersion parameters as calculated by DESeq^79^.

### Data availability

The cryo-EM data has been deposited in Electron Microscopy Data Bank (EMDB) under accession codes EMD-3626, EMD-3627, EMD-3628 and EMD-3629 for the RNA polymerase II-Paf1C-TFIIS, RNA polymerase II-Paf1C-TFIIS-A, -B and -C structures, respectively. The sequencing data and the annotation file have been deposited in the Gene Expression Omnibus database under accession code GSE95556. The data that support the findings of this study are available from the corresponding author on request.

## Additional information

**How to cite this article:** Xu, Y. *et al*. Architecture of the RNA polymerase II-Paf1C-TFIIS transcription elongation complex. *Nat. Commun.* **8,** 15741 doi: 10.1038/ncomms15741 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures

Supplementary Data 1 High-confidence crosslinks of Pol II-Paf1C-TFIIS complex and Paf1C

Peer Review File

## Figures and Tables

**Figure 1:**
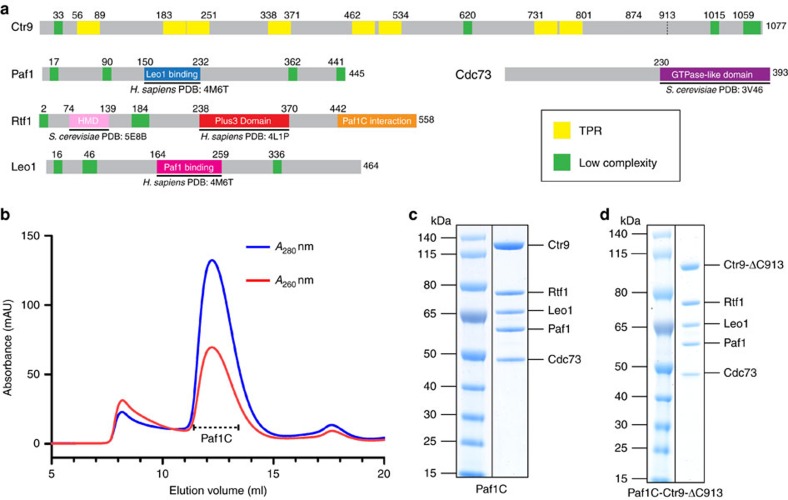
Preparation of recombinant Paf1C. (**a**) Predicted domain structure of the five Paf1C subunits from *S. cerevisiae*. The predicted tetratrico peptide repeat motifs (yellow) and low complexity regions (green) were defined using SMART^42^. Structurally resolved regions are indicated with black lines. The Plus3 domain in Rtf1 (red) binds single-stranded DNA^40^ and the Spt5 CTR^41^. A Paf1C-interacting region (orange) in Rtf1 (ref. 13) was confirmed in this work. Histone modification domain (HMD, pink) in Rtf1 directly contacts ubiquitin conjugase Rad6 *in vivo*^44^. (**b**) Size-exclusion chromatogram (Superose 6 10/300; GE Healthcare) of recombinant full-length Paf1C indicates a pure complex free of nucleic acids. (**c**) Coomassie-stained SDS–PAGE analysis of recombinant five-subunit Paf1C after size-exclusion chromatography reveals the presence of all five subunits in apparently stoichiometric amounts. Molecular weight markers are indicated on the left. The identity of subunits was confirmed by mass spectrometry. (**d**) Same as **c** but for purified complex Paf1C-Ctr9-ΔC913.

**Figure 2:**
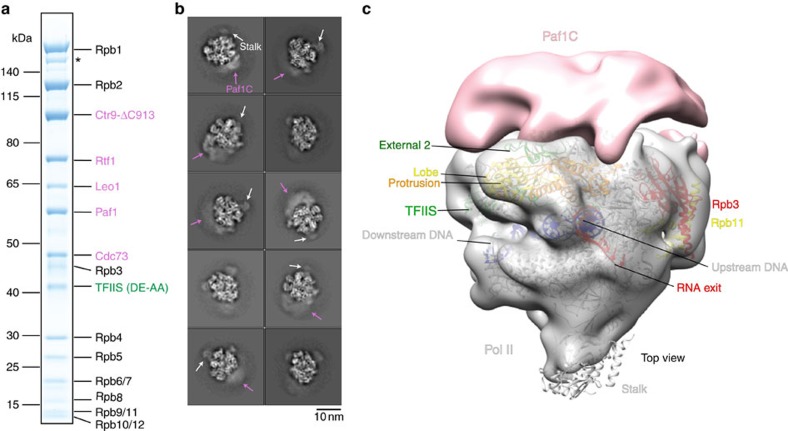
Reconstitution and cryo-EM analysis of Pol II-Paf1C-TFIIS EC. (**a**) SDS–PAGE analysis (Coomassie staining) of Pol II-Paf1C-TFIIS EC after sucrose gradient ultracentrifugation. Subunits from Pol II and Paf1C are labelled in black and pink, respectively. The inactive variant of TFIIS is labelled in green. The asterisk marks a degradation product of Rpb1. (**b**) Ten representative reference-free 2D cryo-EM class averages reveal the known flexibility of the Pol II stalk subcomplex Rpb4/7 (white arrow) and density for Paf1C (pink arrow). Scale bar, 10 nm. (**c**) Location of Paf1C on the Pol II-TFIIS EC. A reconstruction of Pol II-Paf1C-TFIIS EC was refined from 212,419 particles after the first 3D classification and globally filtered to 18 Å resolution. Density for the Pol II-TFIIS EC subcomplex is shown in grey. Continuous Paf1C density at the outer surface of Pol II is shown in pink. The structure of the Pol II-TFIIS EC is fitted and shown in ribbon representation (non-template DNA, cyan; template DNA, blue; RNA, red, TFIIS, green; Rpb2 lobe, yellow; Rpb2 protrusion, orange; Rpb2 external 2, green; Rpb3, red; Rpb11, yellow).

**Figure 3:**
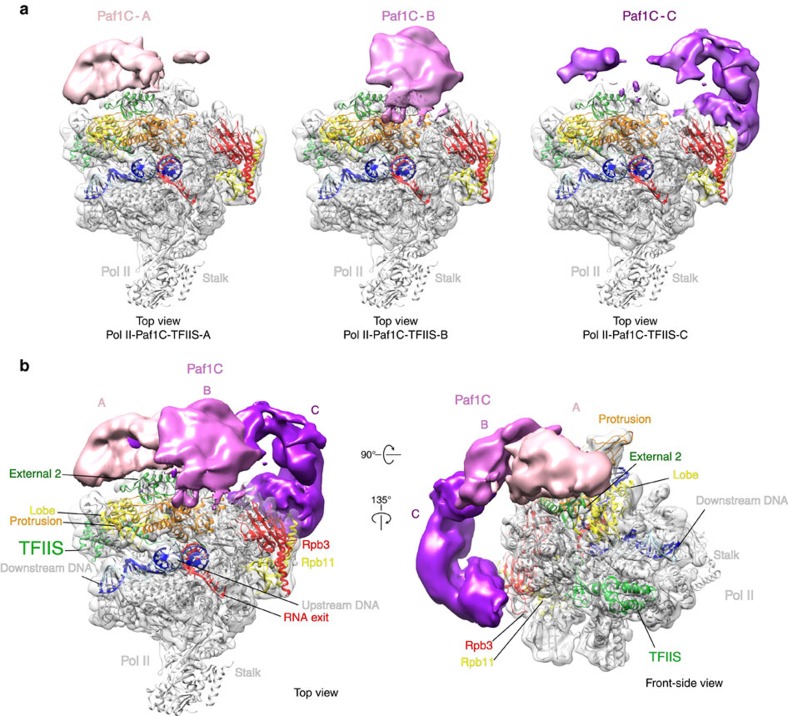
Cryo-EM structure of Pol II-Paf1C-TFIIS EC. (**a**) Three reconstructions of Pol II-Paf1C-TFIIS EC after sub-3D classification. Density for the Pol II-TFIIS EC subcomplex is shown as a silver semitransparent surface. The electron densities for Paf1C are shown as a solid surface coloured in pink, magenta and purple for Paf1C parts A, B and C, respectively. All three maps are unsharpened and filtered according to local resolution. The fitted structure of the Pol II-TFIIS EC is shown in ribbon representation (non-template DNA, cyan; template DNA, blue; RNA, red, TFIIS, green; Rpb2 lobe, yellow; Rpb2 protrusion, orange; Rpb2 external 2, green; Rpb3, red; Rpb11, yellow). (**b**) Two views of the composited EM density for the Pol II-Paf1C-TFIIS EC from three reconstructions in **a** and the fitted structure of the Pol II-TFIIS EC. These densities of locally filtered Pol II and parts A–C are shown at the same threshold. The view on the left is from the top^80^, and the view on the right is related by two rotations as indicated. The same threshold level in chimera was used to contour densities.

**Figure 4:**
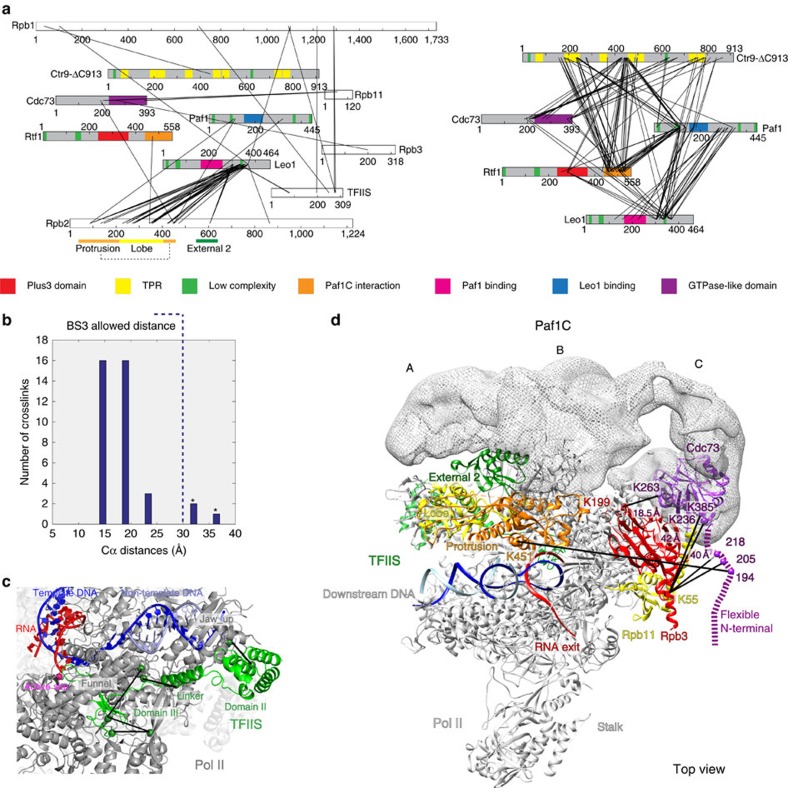
Crosslinking analysis of Pol II-Paf1C-TFIIS EC. (**a**) Network diagrams of pairwise crosslinks (black lines) obtained after incubation of Pol II-Paf1C-TFIIS EC with BS3. The left diagram depicts intersubunit crosslinks between Pol II and Paf1C, Pol II and TFIIS, and between Paf1C and TFIIS. The right diagram depicts crosslinks between Paf1C subunits. Crosslinks between Pol II subunits were excluded for clarity. Paf1C subunits coloured as in Fig. 1. In addition, the regions of protrusion, lobe and external 2 in Rpb2 are indicated with orange, yellow and green bars below Rpb2 diagram, respectively. (**b**) Cα–Cα distance distribution of observed Pol II-Pol II and Pol II-TFIIS crosslinks for lysine residues that were resolved in the Pol II-TFIIS crystal structure. These crosslinks serve as a positive control for our crosslinking data. Asterisks indicate crosslinks to flexible protein regions. (**c**) Crosslinks between Pol II and TFIIS (black lines) are consistent with the known Pol II-TFIIS complex crystal structure. Colour coding as in Fig. 3. (**d**) Position of the Cdc73 C-terminal GTPase-like domain (purple) contacting Rpb3. The crystal structure of the GTPase-like domain was docked into density of the correct size and oriented according to crosslinks to Rpb3 and Rpb11 (black lines). Paf1C density is shown in mesh in the same orientation as in Fig. 3. View is from the top. The distances between site of crosslinking in Cdc73 and Rpb3/Rpb11 are revealed. The distance between K263 of Cdc73 and K199 of Rpb1 in this fit is 18.5 Å. the distances between K236 and K385 in the Cdc73 GTPase-like domain structure and K55 of Rpb11 are around 40 Å due to the flexibility of both terminal regions of the GTPase-like domain.

**Figure 5:**
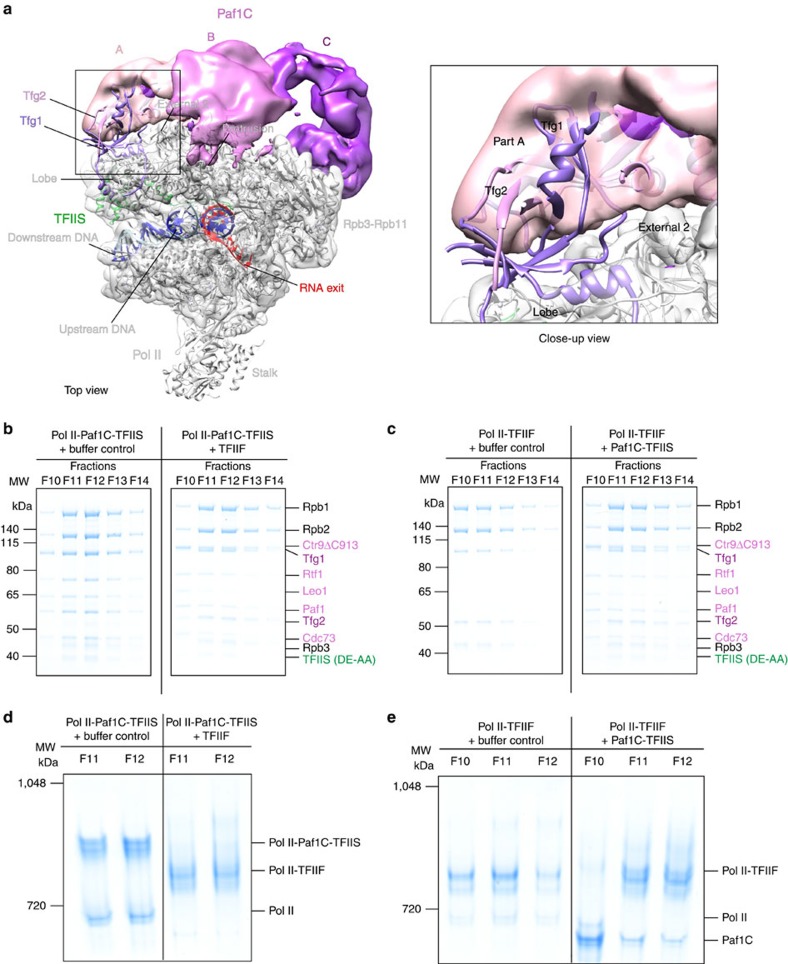
Paf1C and TFIIF compete for Pol II binding. (**a**) Positioning the initiation factor TFIIF dimerization domain as in the Pol II initiation complex (PDB accession: 5FYW)^54^ onto the Pol II-Paf1C-TFIIS EC cryo-EM reconstruction results in a clash of TFIIF with Paf1C (top view). Colours as in Fig. 3. The TFIIF dimerization domain is coloured in medium purple (TFIIF subunit Tfg1) and plum (Tfg2). A close-up view of the clashing region is shown on the right. (**b**,**c**) SDS–PAGE analysis of TFIIF and Paf1C competitive binding to Pol II after analytical sucrose gradient ultracentrifugation. In each panel, the gels on the left depict complexes without competitor protein. The gels on the right represent complexes formed after competitor addition. In **b**, a 1.8-fold molar excess of TFIIF was added to preformed Pol II-Paf1C-TFIIS EC. In **c**, Paf1C-TFIIS was added to preformed Pol II-TFIIF complex. (**d**,**e**) Native PAGE analysis of indicated fractions from the analysis in **b**. In our minimal *in vitro* system, TFIIF is able to largely compete out Paf1C. The identity of the proteins in the indicated complexes was confirmed by mass spectrometry.

**Figure 6:**
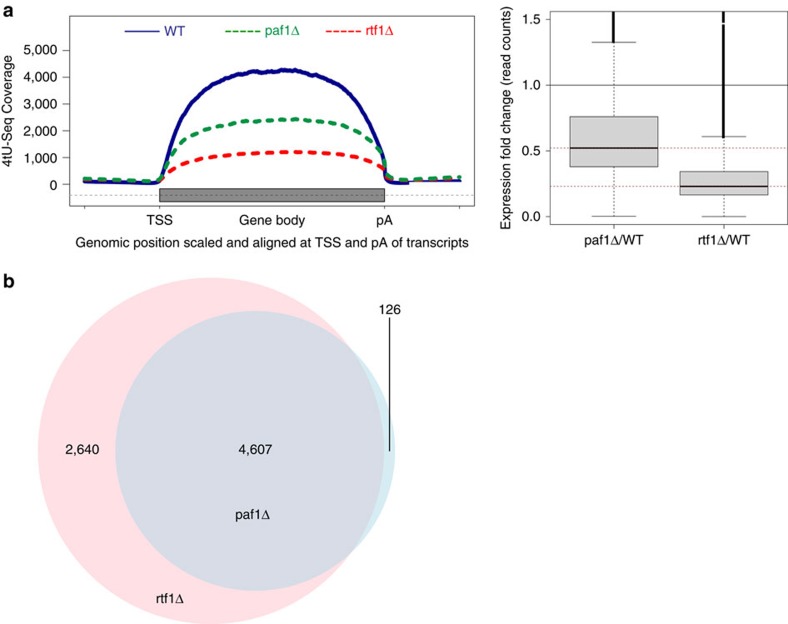
Paf1C is globally required for Pol II transcription in yeast. (**a**) Left panel: coverage of newly synthesized RNA measured by 4tU-Seq in WT (solid blue line), rtf1Δ (dashed red line) and paf1Δ yeast cells (dashed green line). 4tU-Seq signals were globally normalized using spike-in probes. The gene body is defined as the region spanning from the transcription start site (TSS) to the pA site and is depicted as a grey box. Right panel: box plot showing the expression fold change of read counts for paf1Δ and rtf1Δ versus the wild-type (WT) strain. Dashed lines indicate median fold (0.52 for paf1Δ and 0.23 for rtf1Δ). The majority of mRNAs have signals below 1 (indicated by the solid black line). mRNA transcripts that are downregulated make up 85% for paf1Δ and 94% for rtf1Δ of all mRNAs with a coverage of at least 2 in the WT strain. (**b**) Analysis of significantly downregulated transcripts in paf1Δ and rtf1Δ strains using a Venn diagram. Most of the downregulated transcripts in paf1Δ (4,607 out of 4,733) strain are also affected by the rtf1Δ mutation, although 2,640 transcripts are uniquely downregulated in the rtf1Δ strain.

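On counts without scaling, the middle 50% of features had ratios to WT from 0.372 to 0.829 in paf1Δ and from 0.304 to 0.753 in rtf1Δ. Ratios above 2 were found for 401 features (6.82%) in paf1Δ and 485 features (8.25%) in rtf1Δ. With only features of a mean WT count of at least 10, the median ratio was 0.520 in paf1Δ and 0.433 in rtf1Δ, and with a mean WT count of at least 100 it was 0.499 and 0.410. After TMM normalization the quartiles were 0.694 and 1.54 in paf1Δ and 0.686 and 1.69 in rtf1Δ.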

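On counts without scaling, 81.2% of features had a ratio below 1 in paf1Δ, with 79.0% and 83.4% for the single replicates (SD 3.13, n = 2), and 81.5% in rtf1Δ, with 80.7% and 82.8% for the single replicates (SD 1.49, n = 2). The difference between the strains was smaller than the spread between replicates. Between the WT replicates, 60.4% of features had a lower count in replicate 2. The coverage minimum of 2 in WT could not be rebuilt from counts per feature, and a mean WT count of at least 2 was used in its place. With a minimum of 100, the percent below 1 was 86.4% in paf1Δ and 88.2% in rtf1Δ. The ratio was higher at low WT counts. Among the 388 features with 10 to 50 WT counts, the median ratio was 1.05 in paf1Δ and 1.33 in rtf1Δ. Among the 2125 features with 1000 to 5000 WT counts, it was 0.471 in paf1Δ and 0.392 in rtf1Δ, and 10.6% and 8.09% of features, respectively, had a ratio above 1.

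**Figure D3:**
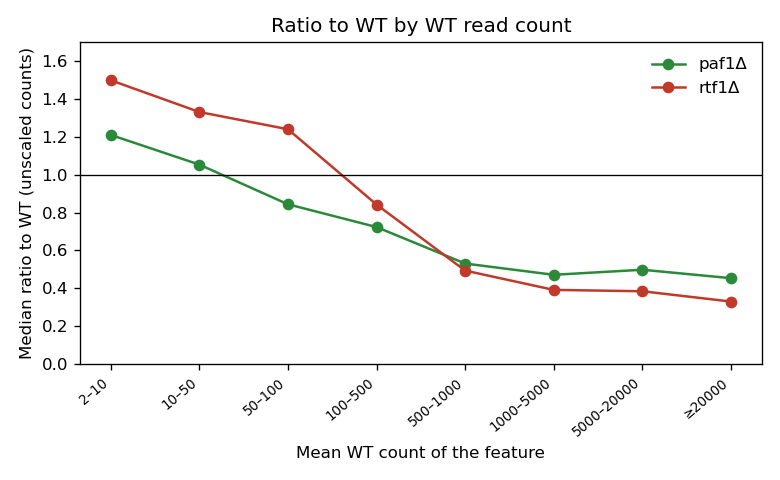
Median ratio to WT of counts without scaling (y axis) for features grouped by their mean WT count (x axis), in paf1Δ (green) and rtf1Δ (red). Each point is the median over the features of one group. The ratio fell from 1.21 in paf1Δ and 1.50 in rtf1Δ at 2 to 10 WT counts to 0.471 and 0.392 at 1000 to 5000 WT counts. At 5000 to 20000 WT counts it was 0.498 in paf1Δ, higher than in the group before, and 0.384 in rtf1Δ.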

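With TMM-normalized counts, 492 features were called down in rtf1Δ and not in paf1Δ, and 419 in paf1Δ and not in rtf1Δ. The 492 features had a median log2 fold change of -0.38 in rtf1Δ and -0.01 in paf1Δ, and 259 of them (52.6%) had a negative log2 fold change in paf1Δ. In the direct comparison of the knockouts, 404 of the 492 features (82.1%) were lower in rtf1Δ than in paf1Δ past the threshold. Over all features, 1660 were lower and 1752 higher in rtf1Δ than in paf1Δ. On counts without scaling, 372 features were down in rtf1Δ alone and 217 in paf1Δ alone. The feature with the largest fall in rtf1Δ was ST05255, with 13.8 ± 9.45 normalized counts (SD, n = 2) in rtf1Δ, 6255 ± 120 (SD, n = 2) in paf1Δ and 7518 ± 337 (SD, n = 2) in WT. Its log2 fold change in rtf1Δ was -9.11 (adjusted p = 6.6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between -10.02 and -8.51 with each replicate left out in turn, and its size rests on 5 and 13 reads in rtf1Δ. The feature with the largest fall in paf1Δ was ST03732, with 1.84 ± 0.764 normalized counts (SD, n = 2) in paf1Δ, 303.8 ± 11.3 (SD, n = 2) in rtf1Δ and 849 ± 46.1 (SD, n = 2) in WT. Its log2 fold change in paf1Δ was -8.74 (adjusted p = 2.1e-10 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between -9.22 and -8.41 with each replicate left out in turn, and its size rests on 2 and 1 reads in paf1Δ. The feature with the largest rise was the same in both knockouts. ST01215 had 0 reads in both WT replicates, 39101 and 38523 reads in the paf1Δ replicates, and 36 and 63 reads in the rtf1Δ replicates. Its first place in rtf1Δ rests on the 0 reads in WT. There it passed the minimum mean count over the 6 samples only through its paf1Δ counts, so it is not evidence of a shared response.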

**Figure 7:**
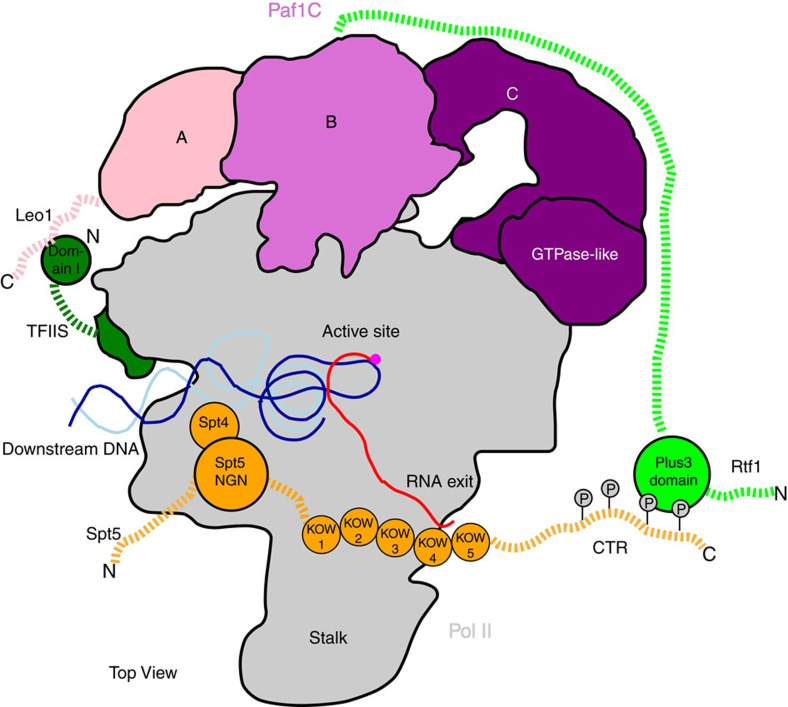
Model of the Pol II EC with bound elongation factors. Summary of our current understanding of elongation factor location and interactions on the Pol II EC surface. In addition to direct Pol II interactions by domains in TFIIS, Spt5 and Paf1C, elongation factors contain many flexible domains and regions that interact. In particular, the Paf1-Leo1 heterodimer may contact the N-terminal domain I of TFIIS and the C-terminal region of Rtf1 is anchored to Paf1C mainly by Paf1 and Ctr9 subunits shown in XL-MS, whereas its Plus3 domain binds the flexible CTR of Spt5. The N-terminal tail of Rtf1 is important for recruiting the chromatin remodeller Chd1 (ref. 9). Dashed lines in this model indicate flexible regions.

**Table 1:** Summary of BS3 crosslinks in Pol II-Paf1C-TFIIS EC.

**Protein 1**	**Protein 2**	**Unique crosslinks BS3**
Paf1C	Pol II	49
Ctr9	Rpb1	1
	Rpb3	1
Rtf1	Rpb2	1
Leo1	Rpb1	2
	Rpb2	35
Paf1	Rpb2	3
Cdc73	Rpb11	4
	Rpb2	1
	Rpb3	1
TFIIS	Paf1C	2
	Leo1	2
Paf1C	Paf1C	136
Ctr9	Rtf1	36
	Leo1	7
	Paf1	20
	Cdc73	19
Rtf1	Leo1	6
	Paf1	19
Leo1	Paf1	25
	Cdc73	4
Pol II	Pol II	47
Pol II	TFIIS	5
	Total	239

BS3, bis(sulfosuccinimidyl) suberate; EC, elongation complex; Paf1C, polymerase-associated factor 1 complex; Pol II, polymerase II.

The number of interprotein crosslinks are given. Interprotein crosslinks between Pol II subunits are not shown here for clarity. Each unique crosslink is identified by more than one crosslink. BS3 is a crosslinker with 11.4 Å spacer arm and reacts efficiently with amino groups (lysine and N terminus).

# Supplementary material for: Architecture of the RNA polymerase II-Paf1C-TFIIS transcription elongation complex
**Source:** Nat Commun. 2017 Jun 6;8:15741. doi: 10.1038/ncomms15741
**Supplement:** Supplementary Information — Supplementary Figures

## SUPPLEMENTARY FIGURES

### Supplementary Figure 1:

**a**

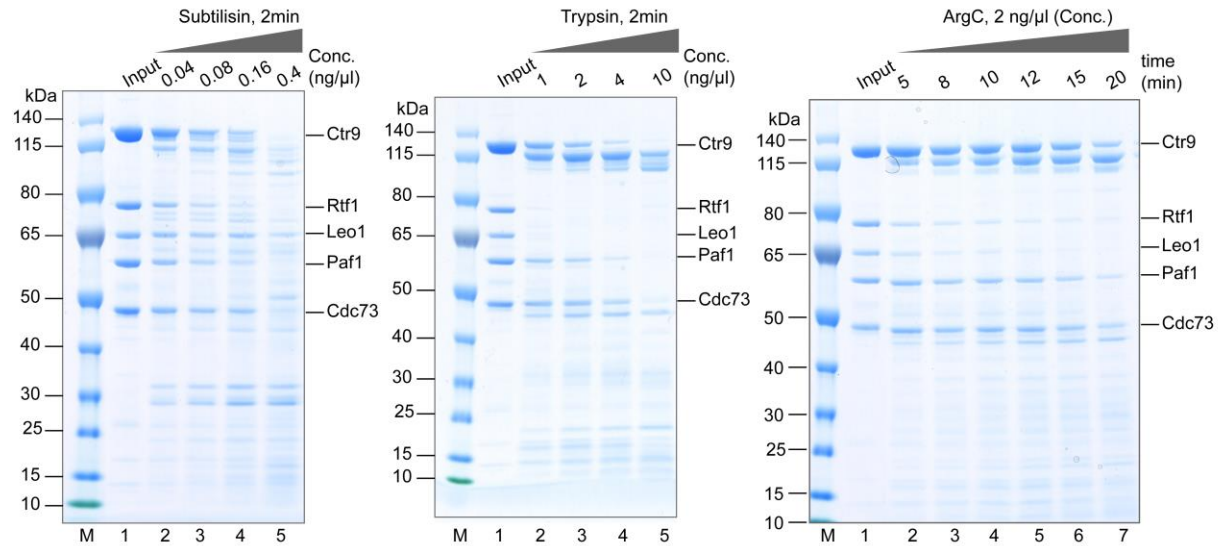

**b**

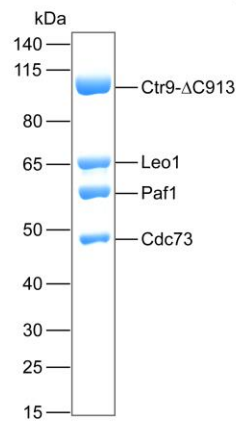

Paf1C-Ctr9-ΔC913-ΔRtf1

**c**

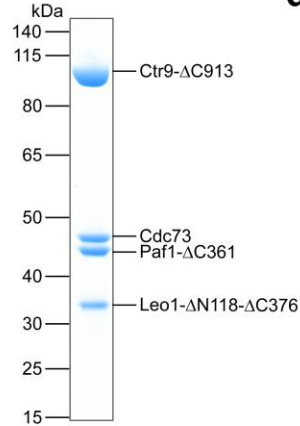

Core Paf1C

**d**

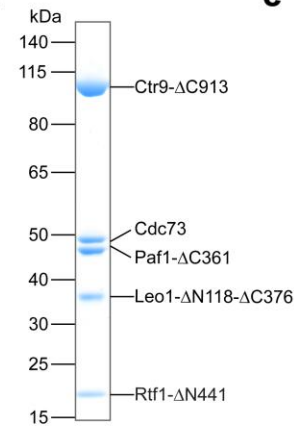

Core Paf1C-Rtf1-ΔN441

**e**

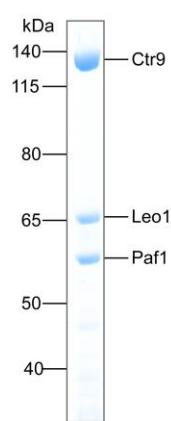

Ctr9-Paf1-Leo1

### Supplementary Figure 1 Preparation of various Paf1C recombinant proteins.

- a** Limited proteolysis using subtilisin, trypsin, and ArgC under either various concentrations or reaction times shows Paf1C contains many flexible regions.
- b-e** Coomassie-stained SDS-PAGE analysis of **(b)** Paf1C-Ctr9-ΔC913-ΔRtf1, **(c)** core Paf1C, **(d)** core Paf1C-Rtf1ΔN441, and **(e)** Ctr9-Paf1-Leo1 after size-exclusion chromatography (Superose 6 10/300; GE Healthcare) reveals three-subunit, four-subunit, and five-subunit Paf1C variants. Molecular weight markers are indicated on the left. The identity of subunits was confirmed by mass spectrometry.

## Supplementary Figure 2:

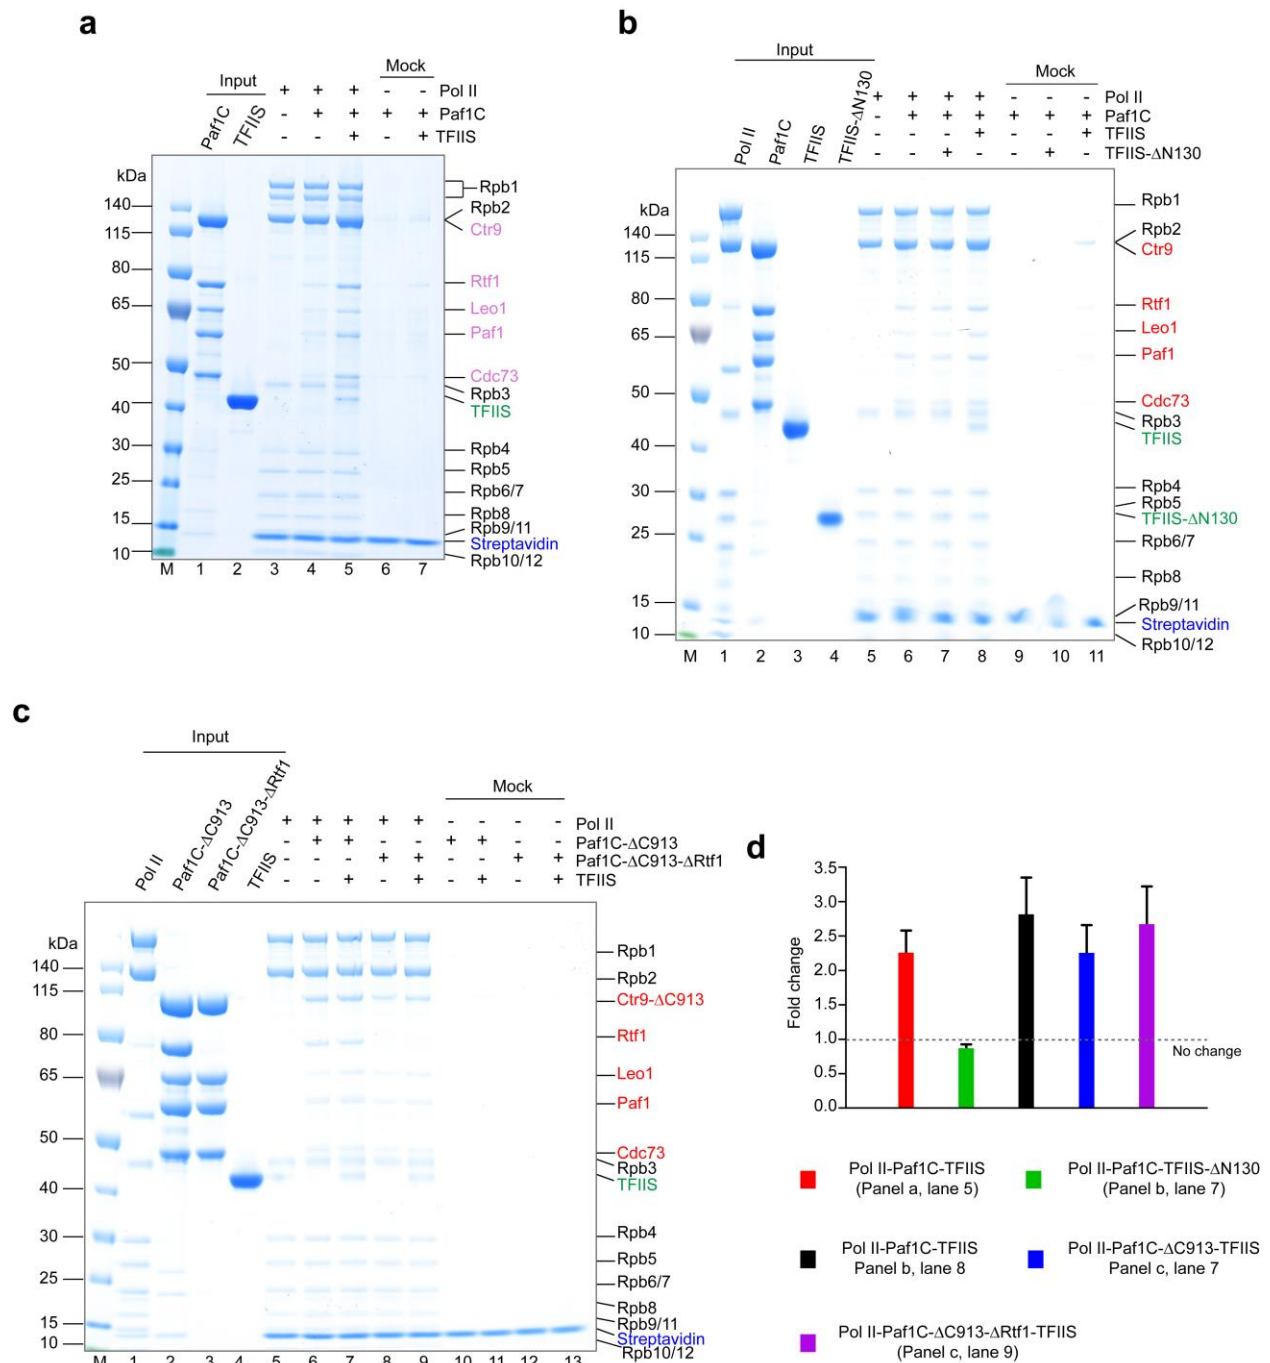

## Supplementary Figure 2 Analysis of Pol II-Paf1C -TFIIS interactions.

SDS-PAGE analysis of Pol II-Paf1C-TFIIS binding assays. Subunits from Pol II, Paf1C, and TFIIS are labeled in black, pink, and green, respectively.

- a** TFIIIS enhances Pol II-Paf1C binding. Lane 4 and 5 show Pol II-Paf1C and Pol II-Paf1C-TFIIIS interactions, respectively. When TFIIIS is present, Pol II and Paf1C bind better.
- b** TFIIIS, but not TFIIIS- $\Delta$ N130, cooperatively binds to Pol II-Paf1C (lane 7 and 8).
- c** Paf1C lacking Rtf1 and the C-terminal domain of Ctr9 retains Pol II binding (lane 6 and 8) and TFIIIS-enhanced binding (lane 7 and 9).
- d** Relative binding fold changes between Pol II and Paf1 complexes when TFIIIS or TFIIIS- $\Delta$ N130 presents. Rpb4 is used to normalize lane-specific effects to make lanes comparable. Set to 1 in cases lacking TFIIIS (representing unchanged amounts). Error bars indicate the standard error of the mean from 3 replicates.

### Supplementary Figure 3:

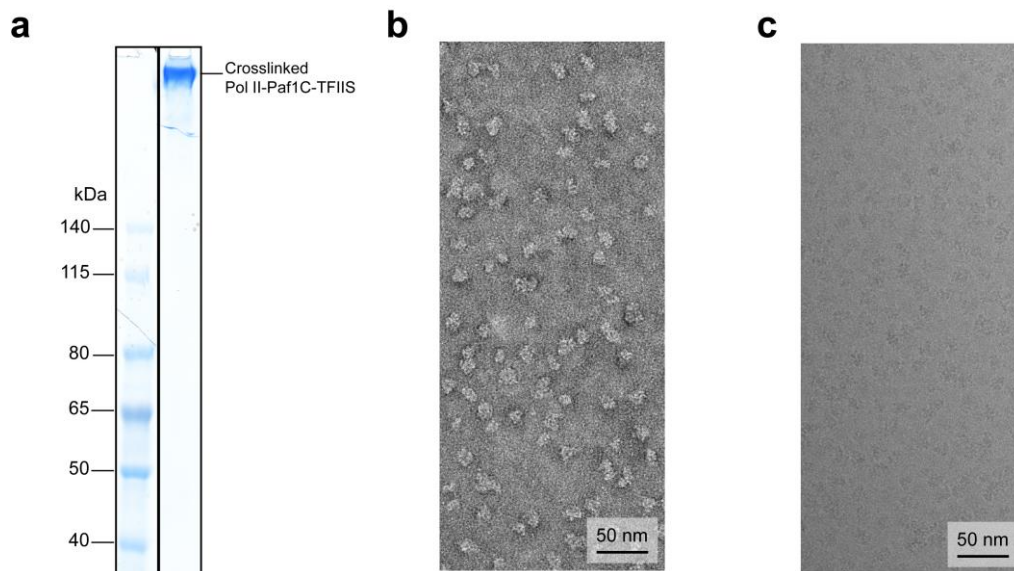

**Supplementary Figure 3** Pol II-Paf1C-TFIIS EC sample preparation for cryo-EM and a representative cryo-EM micrograph.

- a** SDS-PAGE analysis of crosslinked Pol II-Paf1C-TFIIS EC after sucrose gradient fixation. A shift to higher molecular weight indicates successful crosslinking.
- b** A negative stain micrograph of Pol II-Paf1C-TFIIS with 50 nm scale bar included as a size reference showing a good quality of Pol II-Paf1C-TFIIS EC sample. This micrograph was obtained using an FEI Philips CM-200 at 160 kV and a magnification of 88,000x with a defocus  $\sim 2.0 \mu\text{m}$ .
- c** A representative cryo-EM micrograph of Pol II-Paf1C-TFIIS EC with 50 nm scale bar included as a size reference. This movie stack was collected on a 300 keV FEI Titan Krios electron microscope equipped with a K2 Summit direct electron counting camera (Gatan) positioned post a GIF Quantum® energy filter (Gatan) at a nominal magnification of 37,000x. An exposure time of 12 s fractionated into 30 frames in this stack and a total accumulated dose of approximate 28 electrons per  $\text{\AA}^2$  per stack were used. The defocus value of this stack was  $-1.5 \mu\text{m}$ .

## Supplementary Figure 4:

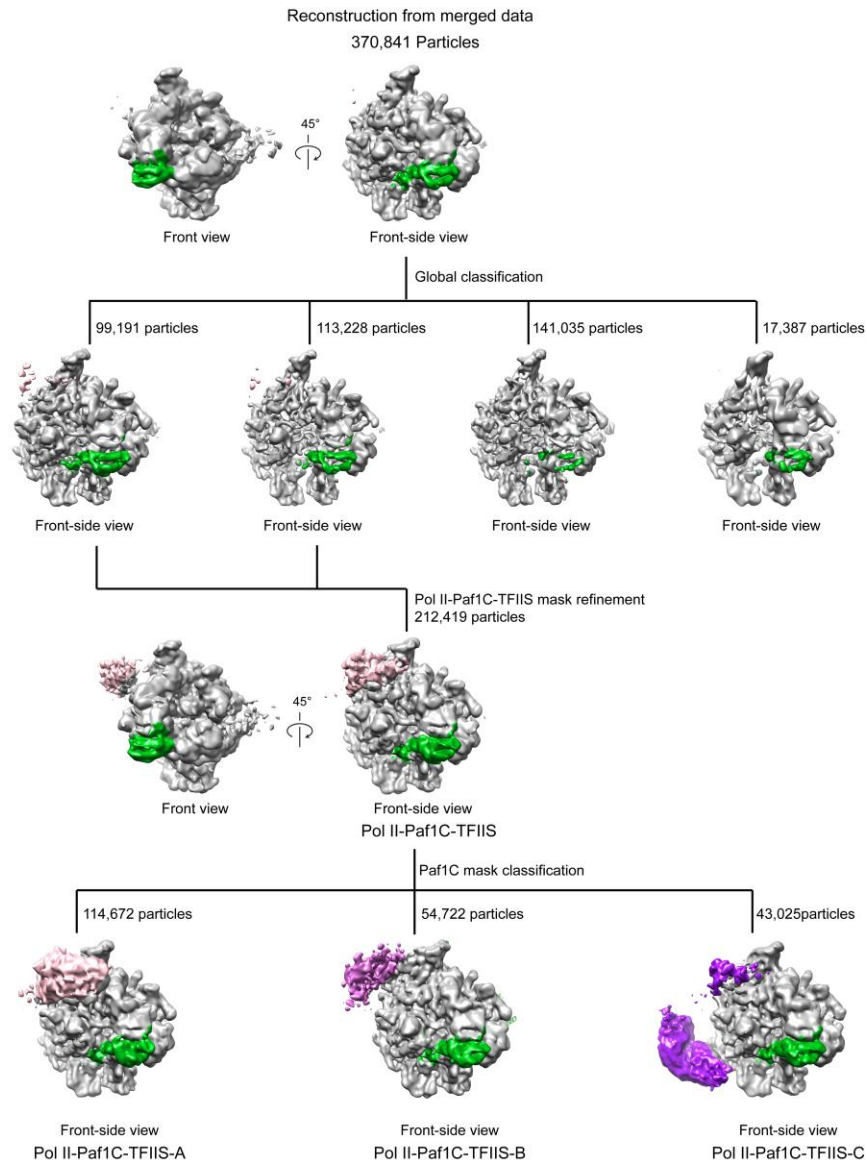

### Supplementary Figure 4 Computational sorting of cryo-EM particle images.

Particles were 3D-classified in RELION to reveal additional features of Pol II-Paf1C-TFIIS after 2D classification. Classifications were performed without image alignment by global 3D classification using a spherical mask. After global classification, we separated Pol II-Paf1C-TFIIS and Pol II-TFIIS complexes. We further merged two classes with additional density near the protrusion. After auto-refinement and subsequent 3D classification with a mask encompassing Paf1C, we obtained three structures displaying different parts of Paf1C. Pol II and scaffold are colored in grey, whereas TFIIS is in green. Parts A, B, and C of Paf1C are in pink, orchid and purple, respectively. To visualize the density from Paf1C, a front-side view as in Fig. 3 is used.

## Supplementary Figure 5:

**a**

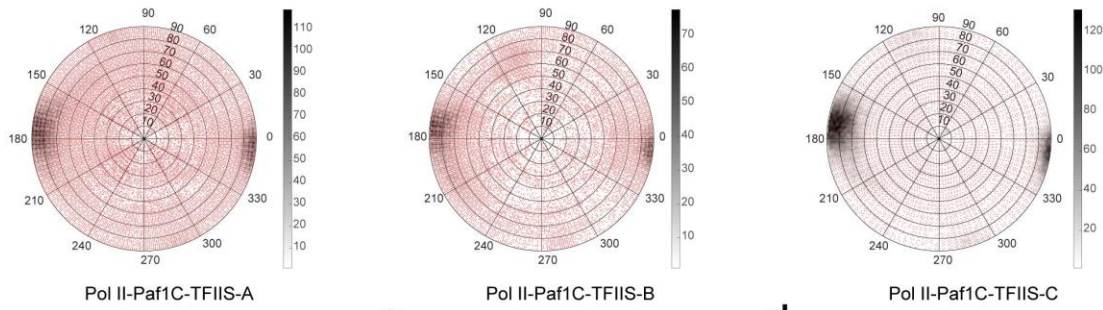

**b**

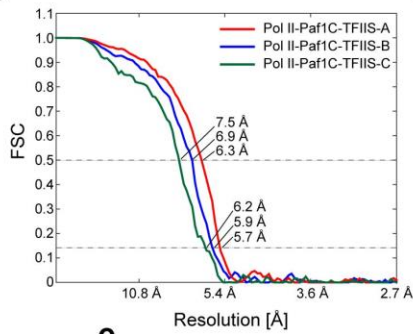

**c**

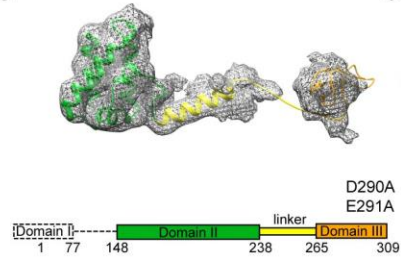

**d**

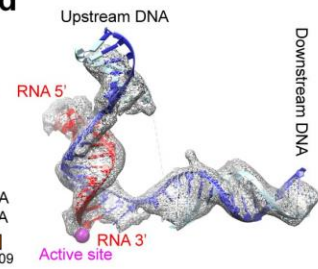

**e**

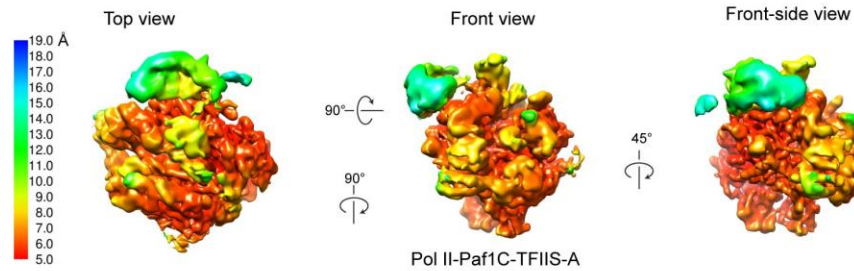

**f**

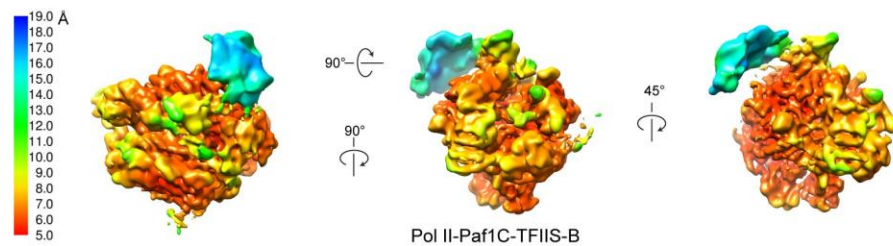

**g**

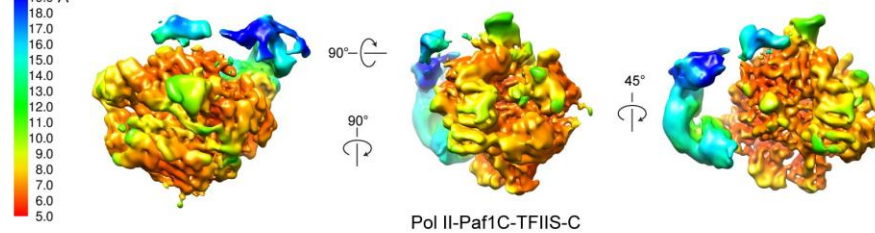

**Supplementary Figure 5** Cryo-EM reconstruction of Pol II-Paf1C-TFIIS subclasses.

- a** Angular distribution of Pol II-Paf1C-TFIIS reconstructions A, B, and C from cryo-EM single particle reconstructions. Red dots indicate at least one particle was assigned within 1° of the point. Black shading indicates the number of particles assigned to a given view.
- b** The FSC curves for the Pol II-Paf1C-TFIIS subclasses. Color scheme: Pol II-Paf1C-TFIIS reconstruction A, red; reconstruction B, blue; reconstruction C, dark green. The resolution of the reconstructions using the Fourier shell cutoff at 0.5 and 0.143 is shown.
- c** TFIIS EM density (grey mesh) from the unsharpened Pol II-Paf1C-TFIIS. Crystal structure derived from 3PO3 is fitted. A schematic diagram of TFIIS domains is shown below. Domain II, linker, and domain III are represented in green, yellow, and orange boxes. Point mutations of two functionally essential acidic residues are indicated. No density was observed for TFIIS residues 1-148 containing domain I and a linker, which are labeled with dashed lines due to their flexibility.
- d** EM density for the DNA-RNA hybrid and up- and downstream DNA of Pol II-Paf1C-TFIIS (grey mesh) with the final model superimposed. Color scheme: non-template DNA, cyan; template DNA, blue; RNA, red; active site, magenta.
- e-g** Top, front and front-side views of unsharpened (**e**) Pol II-Paf1C-TFIIS reconstruction A, (**f**) reconstruction B, (**g**) reconstruction C colored by local resolution. All the densities are shown at the same threshold level and locally normalized. Resolution bars are shown on the left.

## Supplementary Figure 6:

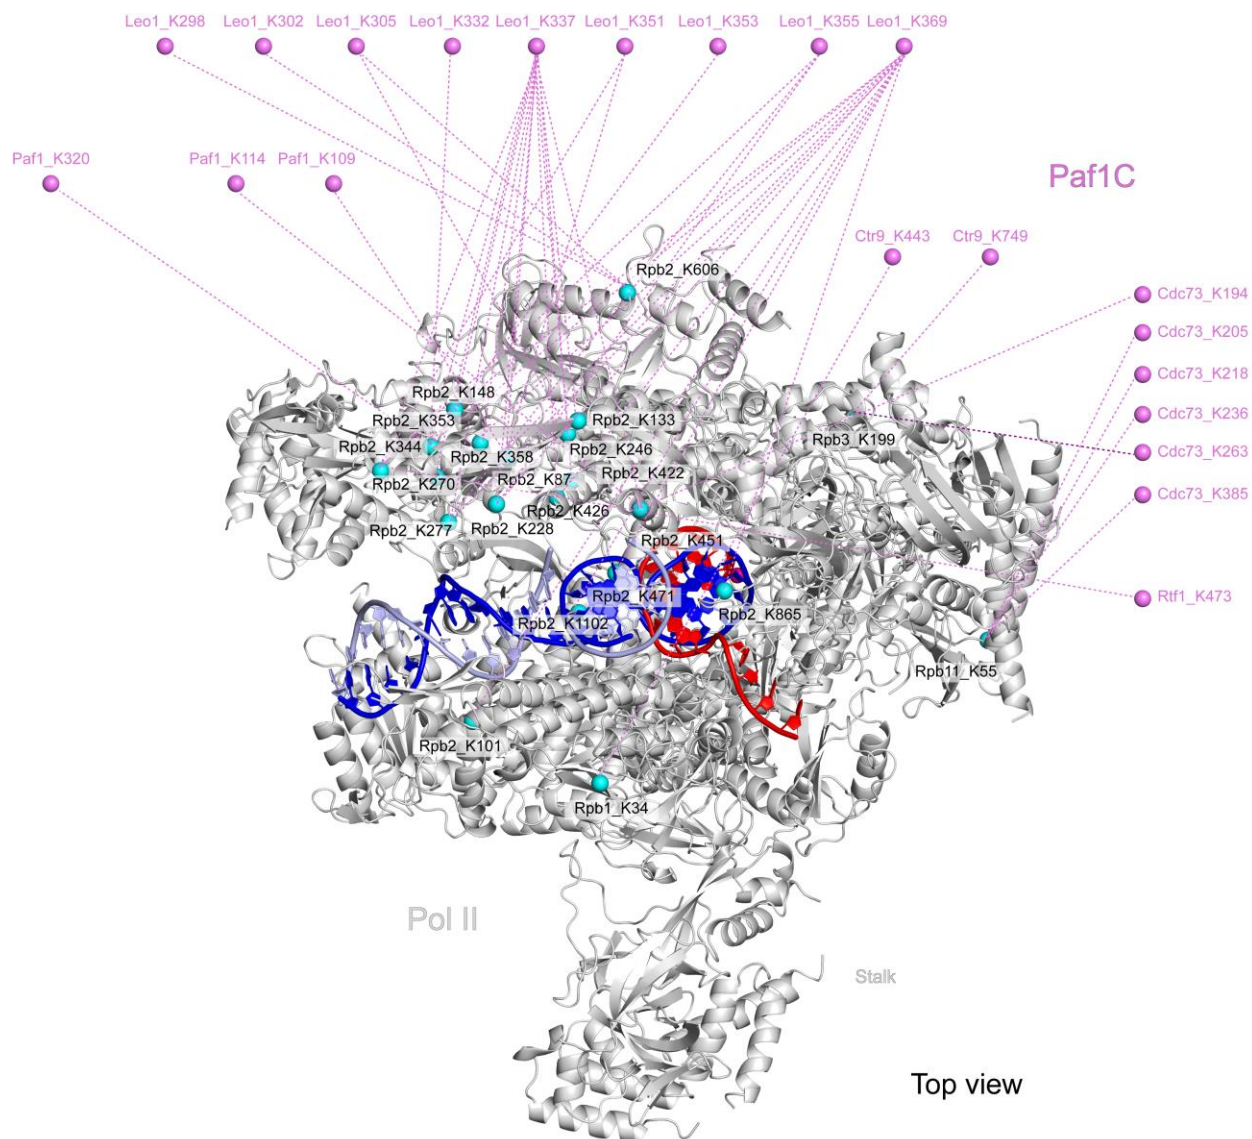

**Supplementary Figure 6** Regions on the Pol II-TFIIS EC surface that crosslink to Paf1C. The crosslinked lysine residues on Pol II-TFIIS EC structure are highlighted in cyan spheres. The crosslinked lysine residues from Paf1C are represented with pink spheres. The dash lines represent the crosslinks between lysine-lysine pairs. Pol II-TFIIS EC structure is colored in grey and shown in a top view. Color scheme: non-template DNA, light blue; template DNA, blue; RNA, red.

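The crosslinks drawn in Supplementary Fig. 6 come from the paper's list in Supplementary Data 1, which gives for each linked pair of lysines a score and the number of mass spectra in each of 2 measurements. The paper's list was tallied here and no mass spectra were analysed. It holds 239 crosslinks, of which 49 join Paf1C to Pol II, 136 lie within Paf1C, 47 lie within Pol II, 5 join Pol II to TFIIS and 2 join Paf1C to TFIIS. Of the 49 crosslinks between Paf1C and Pol II, 37 start from Leo1, 6 from Cdc73, 3 from Paf1, 2 from Ctr9 and 1 from Rtf1. On Pol II, 22 of the 49 end on the Rpb2 lobe, 13 on the protrusion, 3 on the external 2 domain, 4 on Rpb11 and 2 on Rpb3. Leo1 residues 337 and 369 account for 14 and 9 of the 35 crosslinks from Leo1 to Rpb2. The 2 measurements gave the same number of spectra for 17 of the 49 crosslinks and numbers within 2 of each other for 43. With at least 4 spectra in both measurements, 18 of the 49 remain, 14 of them from Leo1. With a score above 10 in both measurements, 22 remain, 16 of them from Leo1.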

How the deposited data were processed for this re-analysis (not part of the article)

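RNA synthesis was measured by 4tU-Seq in 3 yeast strains, paf1Δ, rtf1Δ and WT, with 2 biological replicates each. Cells were labelled with 4-thiouracil at 5 mM for 6 min, and labelled RNA was purified and sequenced in paired-end mode. Strains and replicate numbers were taken from the sample labels and the paper's methods, and all 6 samples could be assigned.

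The authors demultiplexed the reads, aligned them to the sacCer3 genome with STAR, removed alignments of low mapping quality and kept proper pairs. The authors deposited raw counts, as whole numbers of reads per feature for each library, with no normalization and without pooling replicates. Each table lists 6030 features by serial identifiers and ends in 5 summary lines, whose names are those that HTSeq writes. The paper's text names HTSeq for the spike-in counts and does not give the counting mode. The files hold 0 entries named for spike-in RNAs and do not pair the identifiers with gene names or coordinates. The annotation file named in the paper's data availability statement was not used here. Of the features, 101 had no reads in any of the 6 libraries.

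Reads on features ranged from 14330386 to 36666376 per library. At this depth the median feature had 1238 and 1120.5 counts in the paf1Δ replicates, 1047.5 and 973.5 in the rtf1Δ replicates and 2416.5 and 2359 in the WT replicates. Counting error is small at such counts, and the spread between replicates sets the precision.

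Ratios to WT were computed as the mean count of the knockout replicates over the mean count of the WT replicates, on counts as deposited, for features with a mean WT count of at least 2. The median ratio and the percent of features below 1 were given with the values of the single replicates. Scaling to spike-ins had been the first choice had the files held them, and counts without scaling were set as the choice otherwise. Unscaled ratios carry each library's sequencing depth. Differential features were called with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) on TMM-normalized counts, with all 6 samples in one fit, 1 coefficient per strain, a filter of at least 10 counts in at least 2 libraries, and a Benjamini-Hochberg adjusted p under 0.05. The common biological coefficient of variation of this fit was 5.92%. The correlation of log2 fold changes used TMM-scaled counts with a pseudocount of 1. Tables were handled with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

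The test was tested on simulated data drawn from the real means and library sizes, with 200 features changed by known amounts. It recovered 97.0% of features changed 4-fold and 90.9% of features changed 2-fold, with 8 false calls among 194 calls. All other features were left unchanged, which is the case TMM assumes. In the real data 2324 features were called down and 2184 up of 5802 in paf1Δ, so these rates need not hold there.

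The features named in the text were to be those with the 5 largest rises and the 5 largest falls in each knockout, among features past the threshold with a mean normalized count of at least 50 over the 6 samples and both knockout replicates on the same side of both WT replicates, together with the genes the paper names. The count files do not pair identifiers with names, and the annotation file was not used. Only the largest rise and the largest fall in each knockout are therefore named by identifier. The genes the paper names are given by their position in the R64 annotation only.

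The alternatives tried for the calls were counts without scaling, DESeq2 1.42.0 with its size factors, no count filter, a minimum of 50 counts, an adjusted p under 0.01, the replicate number as a block, a fit of only the strains compared, and leaving out each replicate. For the ratios they were TMM scaling, higher count minimums, the replicate block and leaving out each replicate. Scaling to the reads outside features, scaling to the paper's medians and exchanging the WT replicate numbers in the block were added after the data were seen. The crosslinks of Supplementary Data 1 were tallied from the paper's list.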

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

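The tests in this part were all chosen after the results they bear on had been seen, except the test of opposite directions. The paper does not report the shares of reads outside features, and it gives the share of mRNAs below WT without discussing the features that rise. Features that change in opposite directions are given because the knockouts differ there.

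Reads outside features made up 29.9% of reads in paf1Δ and 34.9% in rtf1Δ, against 22.7% in WT, with replicate SDs of 0.156, 0.214 and 0.0919. Per read on a feature, rtf1Δ had 1.83 times and paf1Δ 1.45 times as many reads outside features as WT. One technical explanation is that spike-in reads, added in equal amounts per cell, fall outside the features and take a larger share where yeast RNA is scarcer. The value of 1.83 cannot settle this, because transcription between the annotated features, changes of the transcript ends and differences in library preparation would raise the same reads. The annotation file that the paper's data availability statement names was not used here, and without positions the biological and technical explanations were not told apart.

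On counts without scaling, 742 features were up in paf1Δ and 783 in rtf1Δ, although both knockouts had fewer reads on features than WT, and 551 features were up in both. These features rose against the direction of the library totals. Features with a mean WT count under 500 made up 51.4% of those up in paf1Δ and 65.6% of those up in rtf1Δ, against 22.1% of all features tested, so that they follow in part the trend of higher ratios at lower WT counts. A uniform background added to every feature in the knockouts was taken to raise at least 95% of features with 10 to 50 WT counts. That share was not simulated. After TMM scaling, 79.6% of them were higher in both rtf1Δ than in both WT replicates, against 67.0% in paf1Δ. These shares do not decide it, because counting noise can lower them and 79.6% lies next to the limit of 80% set in rtf1Δ. A fixed number of added reads would lift features with 10 to 50 WT counts far more than those with 50 to 100. The median ratios after TMM scaling were 2.98 and 2.81 in rtf1Δ and 1.95 and 1.58 in paf1Δ. These medians argue against a uniform background as the whole cause in rtf1Δ, and less clearly in paf1Δ. Regression to the mean would bring the ratio of low to high features near 1 when features are grouped by one WT replicate and compared with the other, and that ratio was 3.54 in rtf1Δ and 2.37 in paf1Δ. Reads from neighbouring features, or from the opposite strand where the counting does not separate strands, were not tested, so the trend is not called biological.

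There were 199 features past the threshold in opposite directions in paf1Δ and rtf1Δ, 96 of them down in rtf1Δ and up in paf1Δ and 103 the reverse. Their median absolute log2 difference between the knockouts was 0.812. All 199 were past the threshold in the direct comparison of the knockouts, which largely follows from how they were selected. On counts without scaling the number of features past the threshold in opposite directions was 121, and after scaling to the paper's medians, an alternative chosen after the data were seen, it was 310. The number thus depends on the scaling. A different baseline in each knockout would shift all features of one knockout against the other the same way. The split into 96 and 103 features cannot test this, because TMM normalization centres both knockouts on no change. Scaled to the paper's medians, 36 features were down in paf1Δ alone, so most of the 310 were down in rtf1Δ and up in paf1Δ. The split thus depends on the scaling as well. How far baselines set the number could not be decided, because counts without scaling do not place the knockouts closer together. Their median ratios were 0.526 and 0.439 on counts without scaling, and 0.984 and 0.988 after TMM normalization. Differences of genotype or of growth between the strains were not tested for these features.

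ST01215 had no reads in either WT replicate and a mean normalized count of 48270 in paf1Δ, rank 43 among all features there, with 75.2 in rtf1Δ. It was the 1 feature of the 117 without WT reads that reached 100 reads in both paf1Δ replicates, and 0 did so in rtf1Δ. If reads had been carried over between libraries in one sequencing pool at the share seen in rtf1Δ, the WT libraries would hold 239 reads on it, and they hold 0, which speaks against carry-over into all libraries. A candidate explanation is a difference of genotype between the strains besides the deleted gene, such as a locus missing from WT and rtf1Δ but present in paf1Δ. Past the threshold, 12 features differed over 16-fold between rtf1Δ and paf1Δ, and strong regulation by Paf1 would leave the same mark, so the 2 were not told apart here, where the annotation was not used. The few reads in rtf1Δ remain unexplained.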

How the results depend on the processing

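All alternatives were set before the data were examined, except scaling to the reads outside features, scaling to the paper's medians and exchanging the WT replicate numbers, which were chosen after seeing the data. For results that answer a comparison, 137 values stayed within the replicate spread or within 1.5 times the main count or percent, and 39 moved beyond it. Some of the 137 could hardly move. For the ratios, leaving out a knockout replicate returns the other replicate's value, which is judged against the SD of those same replicates. Which direction held more features changed in some comparisons. In rtf1Δ against paf1Δ, 1660 features were lower and 1752 higher, but lower features outnumbered higher ones on counts without scaling (2846 and 871) and with DESeq2 (1641 and 1559). In paf1Δ against WT, 2324 were down and 2184 up, but with DESeq2 2142 were down and 2171 up. Most of the moves come from the scaling.

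With TMM in place of counts without scaling, the median ratio was 0.984 in paf1Δ and 0.988 in rtf1Δ, and the percent below 1 was 51.2% and 50.9%. Scaled to the reads outside features, the medians were 0.660 and 0.581 and the percents 73.6% and 75.1%. Scaled to the paper's medians, the percent below 1 in rtf1Δ was 91.2%. With a mean WT count of at least 100, the percents below 1 were 86.4% and 88.2%. With each replicate left out in turn, the median ratio ran from 0.500 to 0.548 in paf1Δ and from 0.416 to 0.458 in rtf1Δ.

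With counts without scaling in place of TMM, features down numbered 4288 in paf1Δ and 4443 in rtf1Δ instead of 2324 and 2397, features up 742 and 783 instead of 2184 and 2268, and features down in both 4071 instead of 1905. The number down in paf1Δ alone was 217 instead of 419, up in both 551 instead of 1771, and in opposite directions 121 instead of 199. With an adjusted p under 0.01, 105 features were past the threshold in opposite directions. Scaled to the paper's medians, 4372 features were down and 753 up in paf1Δ, 5090 were down and 358 up in rtf1Δ, 4336 were down in both, 754 in rtf1Δ alone and 36 in paf1Δ alone, 293 were up in both and 310 in opposite directions. Apart from the stricter adjusted p, where the threshold was changed, the scaling is the cause by the design of these fits, in which nothing else was changed.

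The excess of features down in rtf1Δ over paf1Δ, 3.14%, was 5.51% with DESeq2, 1.53% with a minimum of 50 counts, 1.02% with only the strains compared in the fit and 16.4% scaled to the paper's medians; the cause was not tested. With DESeq2, 2260 features were down in rtf1Δ. With the replicate number as a block there were 2266 and 2350, with 1852 in both, and with the WT numbers exchanged 2363 and 2432. The pairing of replicate numbers showed correlations near 0 or below, so the fit without the block is the one reported. In the fits that could leave out a replicate of the strain not compared, the number down rose a little in paf1Δ and fell a little in rtf1Δ. Leaving out a replicate of a compared strain leaves 1 sample in that arm, and no calls were made there.

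The correlation of log2 fold changes was 0.853, and 0.834 with separate WT replicates in the exchanged order. It ran from 0.831 to 0.859 across the 6 fits that each left out one replicate; the cause of the changes was not tested. Among the named features, 6 values moved by more than the replicate spread and none changed direction. Of the 49 crosslinks listed between Paf1C and Pol II, 18 had at least 4 spectra in both measurements and 22 had a score above 10 in both.

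Scaling to mitochondrially encoded genes was not run, because 0 features carry such names in the files. No spike-in entries were in the files, so the spike-in setting was not run. With 2 replicates per strain, no other splits of the samples were counted. The depth, at over 14330386 reads on features in each library, does not limit the calls for most features, while features with few WT counts have imprecise ratios.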

Differences from the paper's values

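The median ratio to WT in rtf1Δ was 0.439 on counts without scaling against the paper's 0.23. None of the alternatives set before the data were examined closed the gap. They gave 0.988 with TMM and 0.433 and 0.410 with WT count minimums of 10 and 100, and 0.437 with the replicate block. For paf1Δ the median was 0.526 against the paper's 0.52, a difference smaller than the replicate SD of 0.0338. The paper's median is spike-in normalized, whereas the unscaled median and its SD carry sequencing depth. Reads on features in paf1Δ were 0.548 of WT, so the nearness may come from the library totals and is not counted as a reproduction.

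Features down in paf1Δ numbered 2324 with TMM against the paper's 4733, and features down in both knockouts 1905 against the paper's 4607. Counts without scaling, set before the data were examined, gave 4288 and 4071, which lie within 1.5 times the paper's counts. Reads on features were 0.548 of WT in paf1Δ and 0.414 of WT in rtf1Δ. Without scaling, this difference in depth by itself lowers features against WT. The nearness of 4288 and 4071 to the paper's counts may therefore come from the library totals, and no conclusion is drawn from it. Scaling to the paper's medians, an alternative chosen after seeing the values, gave 4372 and 4336. With DESeq2, the other count filters, the adjusted p under 0.01 and the replicate block, both counts stayed outside 1.5 times the paper's. The same held for the fit of only the strains compared. It also held for leaving out a replicate of the third strain, run for the count down in paf1Δ.

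Features down in rtf1Δ alone numbered 492 against the paper's 2640. None of the alternatives set before the data were examined closed the gap, with values from 372 on counts without scaling to 509 with DESeq2, and scaling to the paper's medians, chosen after seeing the values, gave 754. The paper's 4607 and 2640 transcripts add up to more than the 6030 features in the files. The rtf1Δ strain had 3.14% more features down than paf1Δ, as a percent of those down in paf1Δ, against the paper's 35%. The alternatives set before the data were examined gave 1.02% to 5.51%, and scaling to the paper's medians, chosen after seeing the values, gave 16.4%. The paper does not state how its 35% was computed. By the formula used here, its counts of 4733 down in paf1Δ, 4607 in both and 2640 in rtf1Δ alone do not give 35%. The percents compared may therefore not be the same quantity.

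The paper states that a larger share of mRNAs has a signal below WT in rtf1Δ than in paf1Δ. The shares here were 81.5% and 81.2% on counts without scaling, a difference smaller than the replicate SD of 3.13 in paf1Δ. With a WT count minimum of 100 they were 88.2% and 86.4%. Scaled to the paper's medians, chosen after seeing the values, they were 91.2% and 81.6%. With TMM the order was reversed, at 50.9% and 51.2%. On counts without scaling the rtf1Δ share lay below the paper's 94% by more than its replicate SD of 1.49.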

Other observations

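The tests of lost features and of a single scale factor in paf1Δ were chosen after the results had been seen. The tests of features called down in rtf1Δ alone and of a single scale factor in rtf1Δ were written before their results.

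The gap between the rtf1Δ median of 0.439 and the paper's 0.23 could come from one scale factor per strain, as a spike-in normalization applies. The paper's median asks for a further factor of 0.524 in rtf1Δ and 0.988 in paf1Δ. With each rtf1Δ replicate scaled to the paper's median, 91.2% of features had ratios below 1, against the paper's 94%, within the 3 percentage points set for the test. With the same scaling in paf1Δ, 81.6% of features had ratios below 1 against the paper's 85%. The gap lay just above the same 3 points and the replicate SD of 3.13. The factor of 0.988 moved the percent only from 81.2% to 81.6%, so it left the gap in paf1Δ and is hardly a test there. The hypothesis stays open.

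Features called down in rtf1Δ and not in paf1Δ could be the same change missed by a threshold in paf1Δ. Under that hypothesis over 80% of the 492 features would fall in paf1Δ as well and under 50% would differ in the direct comparison. The values were 52.6% and 82.1%. They do not decide it, because the set was chosen for not being down in paf1Δ, which builds in a difference, and 96 of its features were past the threshold upward in paf1Δ. Among the other 396, 65.4% were negative in paf1Δ and 77.8% differed in the direct comparison. With TMM-normalized counts, nearly as many features, 419, were down in paf1Δ alone, and 86.9% of those differed in the direct comparison in the other direction.

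Among features with at least 100 reads in both WT replicates, ST05255 was the 1 feature with under 1% of its WT count in both rtf1Δ replicates and over 25% in both paf1Δ replicates on TMM-normalized counts. It had 5 and 13 reads in rtf1Δ against 11061 and 11568 in WT. By the same limits on TMM-normalized counts, ST03732 was the 1 feature lost in paf1Δ and kept in rtf1Δ. It had 2 and 1 reads in paf1Δ and 208 and 198 in rtf1Δ against 1340 and 1218 in WT, so that on counts without scaling it would fall under the limit of 25% in rtf1Δ. One hypothesis is that each is the deleted gene, so that the labels and the counts match, but the limits were set with the counts in view and the annotation was not used here to name the features. With limits of 5% and 10% there was again 1 such feature in rtf1Δ, but there were 9 in paf1Δ, so that the choice in paf1Δ rests on the limits and on the scaling.

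The replicates of rtf1Δ differed over 4-fold at 2 features with a normalized count of at least 100 in either replicate, the largest difference being 12.4-fold. In paf1Δ and WT there were 0 such features, and the largest differences were 2.14-fold and 2.24-fold. No explanation was tested.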
